# Functional Genomic Analysis of Amphetamine Sensitivity in *Drosophila*

**DOI:** 10.3389/fpsyt.2022.831597

**Published:** 2022-02-18

**Authors:** Caline S. Karam, Brenna L. Williams, Irina Morozova, Qiaoping Yuan, Rony Panarsky, Yuchao Zhang, Colin A. Hodgkinson, David Goldman, Sergey Kalachikov, Jonathan A. Javitch

**Keywords:** *Drosophila*, dopamine transporter, DGRP, transcriptomic (RNA-Seq), amphetamine, psychostimulants, mammalian target of rapamycin (mTOR), S6K (70-kDa ribosomal protein S6 kinase)

## Abstract

Abuse of psychostimulants, including amphetamines (AMPHs), is a major public health problem with profound psychiatric, medical, and psychosocial complications. The actions of these drugs at the dopamine transporter (DAT) play a critical role in their therapeutic efficacy as well as their liability for abuse and dependence. To date, however, the mechanisms that mediate these actions are not well-understood, and therapeutic interventions for AMPH abuse have been limited. Drug exposure can induce broad changes in gene expression that can contribute to neuroplasticity and effect long-lasting changes in neuronal function. Identifying genes and gene pathways perturbed by drug exposure is essential to our understanding of the molecular basis of drug addiction. In this study, we used *Drosophila* as a model to examine AMPH-induced transcriptional changes that are DAT-dependent, as those would be the most relevant to the stimulatory effects of the drug. Using this approach, we found genes involved in the control of mRNA translation to be significantly upregulated in response to AMPH in a DAT-dependent manner. To further prioritize genes for validation, we explored functional convergence between these genes and genes we identified in a genome-wide association study of AMPH sensitivity using the *Drosophila* Genetic Reference Panel. We validated a number of these genes by showing that they act specifically in dopamine neurons to mediate the behavioral effects of AMPH. Taken together, our data establish *Drosophila* as a powerful model that enables the integration of behavioral, genomic and transcriptomic data, followed by rapid gene validation, to investigate the molecular underpinnings of psychostimulant action.

## Introduction

The use of prescribed and illicit amphetamines (AMPHs) has been growing steadily, with an estimated 50 million worldwide users in 2017 (1). These drugs are widely abused, often leading to aggression, psychosis, cardiovascular damage, and a host of other medical and psychosocial complications (2, 3). AMPHs act as substrates for the dopamine transporter (DAT), which mediates the inactivation of released dopamine through reuptake. The actions of AMPHs lead to a dramatic increase of extracellular dopamine *via* non-exocytic efflux of dopamine through DAT-mediated reverse transport (4–7). This dopamine increase is believed to play a major role in the psychostimulatory and rewarding properties of AMPHs (4, 5, 8). To date, however, the mechanisms that mediate the transition from drug use to abuse are not fully understood, and therapeutic interventions for AMPH abuse have been limited and largely ineffective.

Neuroadaptations in response to drugs of abuse have been extensively reported (9–13). Specifically, studies have shown that drug exposure can induce broad changes in gene expression, which can contribute to neuroplasticity and effect long-lasting changes in neuronal function, ultimately leading to the development of drug-seeking behavior (11, 14). Identifying genes and gene pathways perturbed by drug exposure is essential to our understanding of the molecular basis of drug addiction and can help identify novel therapeutic targets and guide the development of novel treatment and prevention measures for substance use disorders.

Studies in humans encounter multiple challenges, including the difficulty of quantifying behavioral phenotypes presented by complex brain disorders, such as addiction, and gene x environment interactions, which can further confound results (15–17). To overcome these challenges, animal models have emerged as critical tools for investigating in a systematic manner the molecular and cellular mechanisms underlying the actions of drugs of abuse (18). Acute stimulation of locomotor behaviors is one of the most widely studied effects of psychostimulants. It has been suggested that acute drug effects in animals may model the initial sensitivity experienced by humans during early drug use. This initial sensitivity varies significantly among individuals (19) and has been associated with continued drug use (20–23). Similarly, in mice, differences in the sensitivity to the locomotor effects of methamphetamines are heritable (24) and, importantly, predict later self-administration (25, 26).

Using a *Drosophila* behavioral assay, we previously showed that flies respond to AMPH by increasing their locomotor activity (27, 28) and decreasing their sleep (27) in a dopamine-dependent manner. Flies that carry a loss-of-function mutation in the gene encoding the *Drosophila* DAT homolog (*dDAT*^*fmn*^, henceforth referred to as *DAT* mutants) display no detectable DAT in the brain and exhibit heightened activity levels at baseline, consistent with increased levels of extracellular dopamine caused by the impairment of reuptake (27, 29). Critically, our data showed that *DAT* mutant flies failed to increase their activity in response to AMPH (27), consistent with DAT being the principal molecular target for AMPH (4, 5). Taken together, these data demonstrate that we have developed a robust tool to associate molecular perturbations with the actions of AMPH *in vivo*. In this study, we used this model to examine the transcriptional changes induced by AMPH treatment. Since DAT is essential for the locomotor effects of AMPH (27), we focused our analysis on gene expression changes that were DAT-dependent by comparing the transcriptomes of *DAT* mutant flies to those of control flies, to identify genes that were associated specifically with the actions of AMPH at DAT, as those would be the most relevant to the stimulatory effects of the drug. To further prioritize genes for validation, we explored functional convergence between these genes and genes we identified in a genome-wide association study of AMPH sensitivity using the *Drosophila* Genetic Reference Panel (DGRP) (30). Using this approach, we identified several genes that play a role in modulating mRNA translation and processing. Taking advantage of the tools available in flies for targeted gene manipulation (31, 32), we validated a number of these genes by showing that they act specifically in dopamine neurons to mediate the behavioral effects of AMPH. Taken together, our data establish *Drosophila* as a powerful model that enables the integration of behavioral data, with transcriptomic data and GWAS, followed by rapid gene validation, to investigate the molecular underpinnings of psychostimulant action.

## Results

### Transcriptional Response to AMPH in *Drosophila*

To identify DAT-dependent changes in AMPH-induced gene expression, we performed RNA-seq on *Drosophila* head extracts from isogenic *w*^1118^ flies (WT) and flies carrying a loss-of-function mutation in the *Drosophila DAT* gene (*DAT* mutant) (29). 

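Libraries of polyadenylated RNA were made from single fly heads and sequenced on an Ion Torrent instrument. The flies were 7 days old when they were moved to food with vehicle or with 10 mM AMPH, and the sample records give an exposure of 48 h. The paper's methods name individual whole brains and also 4 heads per group, and its results name head extracts. Files of 15 libraries were analysed, 4 each of WT vehicle, WT AMPH and *DAT* mutant vehicle and 3 of *DAT* mutant AMPH. The authors mapped the reads to the dm3 genome with tmap and deposited RPKM values (reads per kilobase of transcript, scaled to the size of the library) for 18960 transcripts of 11257 genes. They are not read counts. Low values of 662 single-exon transcripts were whole multiples of one step per library, which gives the depth if 1 step is 1 read. Read in this way, the depth over all 15 libraries was 20.7 to 77.7 M reads for WT vehicle (median 53.9), 38.6 to 62.7 M for WT AMPH (median 54.0), 11.1 to 46.9 M for *DAT* mutant vehicle (median 11.6) and 19.5 to 43.6 M for *DAT* mutant AMPH (median 41.9). The medians of the vehicle groups were 36.9 M for WT and 11.2 M for the *DAT* mutant over the libraries the paper used. Low transcripts were therefore counted on fewer reads in the *DAT* mutant vehicle group.
The group means in Supplementary Table 1 equal the mean of log2(RPKM rounded to a whole number + 1) over one subset of the libraries of each group, for all 717 transcripts listed for WT and all 629 listed for the *DAT* mutant. The largest difference was 4.98e-05. These subsets hold 13 libraries and leave out WT vehicle replicate 1 and *DAT* mutant vehicle replicate 2, and the paper gives no reason for leaving them out. Values over the 13 libraries are given first and values over all 15 second. Across 14906 transcripts, *DAT* mutant vehicle replicate 2 had a Spearman correlation of at most 0.809 with a library of its own group, while the highest correlation within the group was at least 0.959 for each of the other libraries (transcripts are not independent replicates).
Transcripts with at least 1 RPKM in as many libraries as the smallest group holds were tested with limma, with a mean-variance trend, on log2(RPKM + 1). A transcript was counted as DE at a Benjamini-Hochberg adjusted p under 0.1, the threshold of the paper. Fold changes are on the log2(RPKM + 1) scale, which understates the change of low transcripts. The adjusted p of every transcript below comes from this limma test with Benjamini-Hochberg adjustment, and SE is its standard error.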

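The *DAT* transcript (FBgn0034136, transcript FBtr0087125, chromosome 2R from 12446062 to 12452763 of dm3, minus strand) was low in every library. In WT vehicle it was at 3.02, 2.18 and 2.99 RPKM in replicates 2, 3 and 4, and at 3.12 in the unused replicate 1. In *DAT* mutant vehicle it was at 2.15, 2.30 and 2.37 RPKM in replicates 1, 3 and 4, and at 1.98 in the unused replicate 2. In WT AMPH the values were 2.32, 1.93, 1.99 and 3.30 RPKM, and in *DAT* mutant AMPH 1.81, 1.55 and 1.23. On vehicle the *DAT* mutant differed from WT by a log2 fold change of -0.18 (SE 0.15, adjusted p = 0.557), and over all 15 libraries by -0.25 (adjusted p = 0.564), so the level of this transcript did not separate the strains beyond the spread between libraries. AMPH changed it by -0.15 (SE 0.17, adjusted p = 0.601) in WT and by -0.38 (SE 0.14, adjusted p = 0.112) in the *DAT* mutant. One RPKM value covers the whole transcript and does not show which part of it the reads came from.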

We used the DEseq2 method (33) to identify gene transcripts that were differentially expressed in either strain in response to AMPH treatment, as compared to exposure to vehicle alone (DE transcripts). We then compared the DE transcripts between the two strains. 

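With limma on log2(RPKM + 1), 3868 of 17584 transcripts tested in WT (2099 genes) differed between AMPH and vehicle, and 3862 of 17483 transcripts tested in the *DAT* mutant (2179 genes) did. With all 15 libraries the counts were 5167 in WT, 3679 of them among the 3868, and 258 in the *DAT* mutant, all among the 3862. At an unadjusted p under 0.05, 1454 transcripts passed in the *DAT* mutant with *DAT* mutant vehicle replicate 2 included and 5401 without it. No other alternative moved the *DAT* mutant count as far. Among the fits that each left out 1 of the 13 libraries, the WT count fell to 2108, 2345 and 2260 without WT vehicle replicates 2, 3 and 4 and reached 4677 without WT AMPH replicate 1. The *DAT* mutant count fell to 2145 without *DAT* mutant vehicle replicate 4 and to 2311 without *DAT* mutant AMPH replicate 3.
Among DE transcripts whose groups did not overlap, taking the most abundant transcript of a gene, the largest rises in WT were those of *CG11425*, 5.36 (SE 0.61, adjusted p = 0.00182), *Gnmt*, 5.18 (SE 0.60, adjusted p = 0.00188), and *GstD5*, 4.36 (SE 0.29, adjusted p = 0.000396). The largest falls were those of *CG7299*, -4.62 (SE 0.46, adjusted p = 0.000968), *Akh*, -4.36 (SE 1.17, adjusted p = 0.0419), and *Lsp1beta*, -3.75 (SE 0.21, adjusted p = 0.000375). *Akh* spread widely in WT vehicle, with 287, 2.79 and 26.4 RPKM, and was no longer DE without WT vehicle replicate 4 (adjusted p = 0.116). The largest rises in the *DAT* mutant were those of *phu*, 4.86 (SE 0.29, adjusted p = 7.77e-05), *Cyp6d2*, 4.61 (SE 0.21, adjusted p = 3.19e-05), and *Cyp6a8*, 4.50 (SE 0.31, adjusted p = 0.000157). The largest falls there were those of *Lsp1beta*, -5.51 (SE 0.52, adjusted p = 0.000683), *Pepck1*, -5.47 (SE 0.45, adjusted p = 0.000399), and *obst-A*, -3.12 (SE 0.15, adjusted p = 3.19e-05). These changes kept their direction over all 15 libraries, with a highest adjusted p of 0.0658 (*Akh*), though the rise of *Gnmt* was then larger than that of *CG11425*. *Gnmt* and *Lsp1beta* were at 0.468 and 0.454 RPKM in the unused WT vehicle replicate 1. Genes of the glutathione S-transferase (Gst) and cytochrome P450 (Cyp) families share sequence, so reads could be split between members, and the paper's text does not state how such reads were counted.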

DEseq2 analysis showed profound transcriptional responses to AMPH in both strains (Figures 1A–D, statistically significant DE transcripts are shown in teal). 

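Of the 3868 DE transcripts in WT, 1266 were higher and 2602 lower with AMPH, so 32.7% were higher. Of the 3862 in the *DAT* mutant, 1173 were higher and 2689 lower, so 30.4% were higher. The split moved with the scaling of the libraries. After each library was centred on its own median, 1801 of 3539 DE transcripts (50.9%) were higher in WT and 1980 of 3912 (50.6%) in the *DAT* mutant. After quantile normalization 1764 of 3614 (48.8%) and 1888 of 3917 (48.2%) were higher. Both scalings were chosen after the data were seen. When all 15 libraries were used as deposited, 34.1% of the DE transcripts in WT and 46.9% of those in the *DAT* mutant were higher.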

We identified 717 DE transcripts corresponding to 362 unique genes in WT and 629 DE transcripts corresponding to 332 unique genes in DAT mutants (Figure 1, Supplementary Table 1), with approximately the same number of transcripts up and downregulated after the exposure (the MA plots in Figures 1A,B show similar number of transcripts above and below the zero line on the Y-axis).

**Figure 1:**
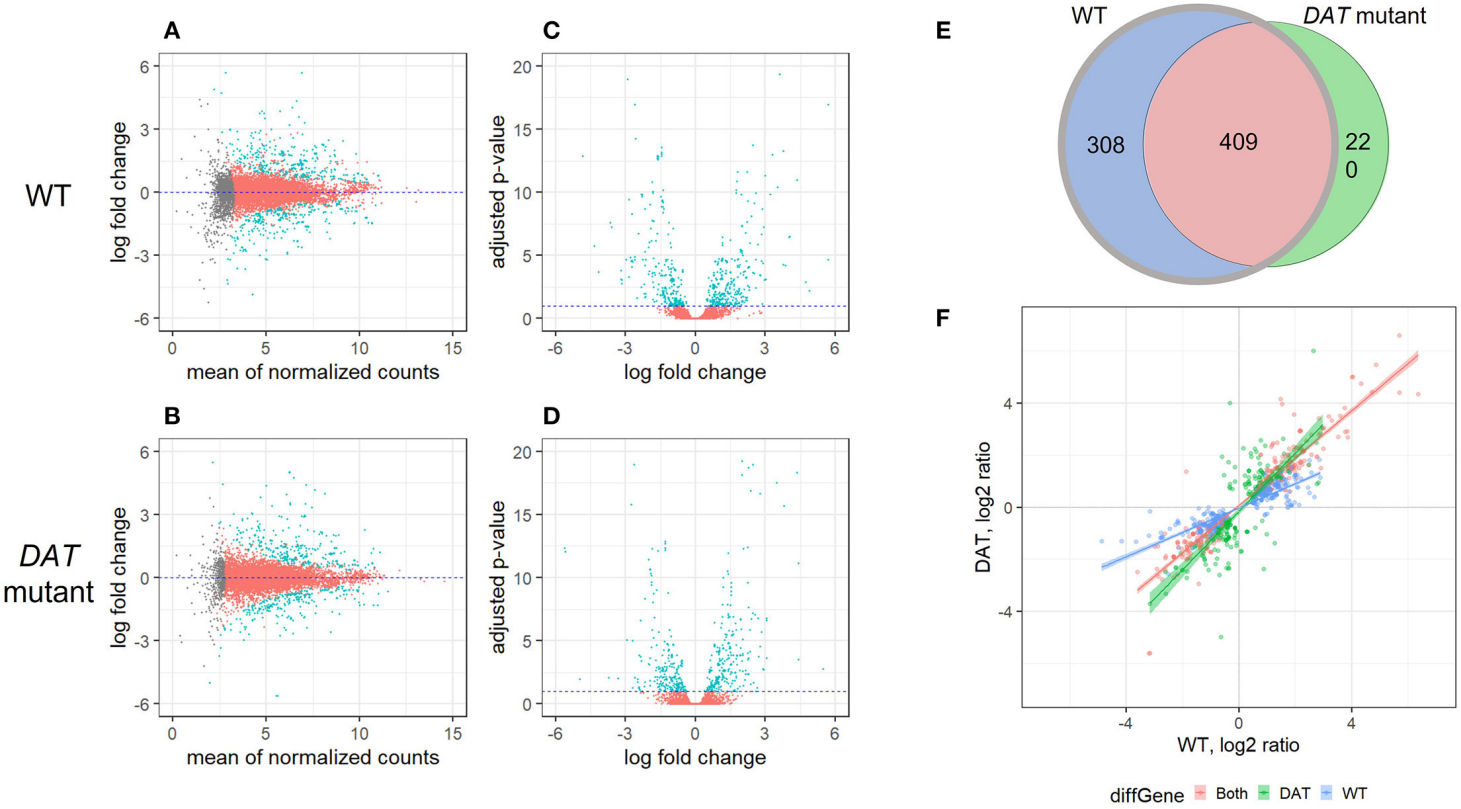
Differential gene expression in response to AMPH in *DAT* mutant and isogenic control. **(A–D)** are gene expression scatterplots for the two strains of flies: WT (*w*^1118^ isogenic strain) and *DAT* mutant. **(A,B)** are MA plots and **(C,D)** are volcano plots. In **(A–C)**, differentially expressed transcripts (DE transcripts, those that change their expression in treatment vs. vehicle) are shown in teal; transcripts with changes below the statistical cut-off are in red, while transcripts for which the differential expression status could not be resolved are shown in gray. **(E)** Overlap between the DE transcript sets between WT (gray circle) and *DAT* mutant (black circle). At FDR < 0.1, there were 717 DE transcripts in the WT strain and 629 DE transcripts in the *DAT* mutant flies. The two lists of DE transcripts had 308 genes that were DE only in WT (blue), 220 transcripts that were DE only in DAT (green) and 409 transcripts in common (red). **(F)** Comparison of the expression level changes between the WT and *DAT* mutant strains. The 409 DE transcripts shared between the two strains are shown in red; the 220 *DAT* mutant-specific DE transcripts are shown in green, and the 308 WT-specific DE transcripts are shown in blue.

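Of the 717 transcripts that Supplementary Table 1 lists for WT, 673 were DE in WT with limma on log2(RPKM + 1), and 694 over all 15 libraries. In WT 393 of the 717 rose and 324 fell. Of the 629 listed for the *DAT* mutant, 615 were DE there, but 178 were with *DAT* mutant vehicle replicate 2 included, and 335 rose and 294 fell. The lists were chosen by the study on these libraries, so these counts are not independent evidence. Adjusted over the list alone, 717 of the 717 were DE in WT and 629 of the 629 in the *DAT* mutant (711 and 510 over all 15 libraries).
The lines of Figure 1F were refitted to these fold changes, as the slope of the *DAT* mutant change on the WT change. The slope was 0.467 (standard error 0.0140) over the 308 transcripts listed only for WT, 0.928 (standard error 0.0156) over the 409 listed for both and 1.25 (standard error 0.0682) over the 220 listed only for the *DAT* mutant. With the 2 unused libraries included, the slopes were 0.443, 0.872 and 0.949. With one transcript per gene the slope of the WT-only list was 0.449. Transcripts of one gene are not independent, so the standard errors are too small. The lists were set by which strain passed the threshold on these libraries. That choice by itself tends to lower the slope of the WT-only list and to raise that of the list of the *DAT* mutant only.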

As we were primarily interested in the DAT-dependent contribution to the transcriptional response to AMPH, we focused our further analysis on genes that no longer respond to AMPH in the absence of DAT, i.e., genes that are differentially expressed in the WT but not in the *DAT* mutant, when comparing the AMPH-treated groups to their respective vehicle controls. These are genes corresponding to the 308 transcripts that constitute the *w*^1118^ complement to the *w*^1118^/*DAT* intersection (shown in blue in Figures 1E,F) we refer to as DAT-dependent. 

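In the mutant itself, 196 of these 308 transcripts were also DE with limma, and 281 were in WT. In 296 of the 308 the fold changes of both strains had the same sign, and in 298 the change was smaller in the *DAT* mutant. The 308 were listed for a call in WT and none in the *DAT* mutant on these libraries, which by itself favours a smaller change in the mutant. The use of all 15 libraries gave 298 DE in WT and 13 in the *DAT* mutant, and 276 with the same sign. The AMPH response in WT was tested against that in the *DAT* mutant in one fit of all 4 groups. Of 17915 transcripts, 26 of 20 genes had responses that differed between strains, 16 of them with a higher log2 fold change in WT and 10 with a lower one (933 at an unadjusted p under 0.05). With all 15 libraries 8 differed (448 at an unadjusted p under 0.05), all among the 26. The count was 12 and 7 without WT vehicle replicates 3 and 4, 12, 16 and 8 without *DAT* mutant vehicle replicates 1, 3 and 4, 14 without *DAT* mutant AMPH replicate 3 and 44 without WT AMPH replicate 1. Among the 308 transcripts 5 differed, and 37 did when adjusted over the list alone (76 at an unadjusted p under 0.05). None of the 308 (0) differed over all 15 libraries, and 20 did when adjusted over the list alone (51 at an unadjusted p under 0.05). The 5, named here after their values were seen, were 3 transcripts of *Kr-h1*, one of *cwo* and one of *CG16898*. The *Kr-h1* transcript with the lowest adjusted p changed by a log2 fold change of 0.82 in WT and -0.38 in the *DAT* mutant (difference 1.20, adjusted p = 0.0086), and the difference was 0.71 over all 15 libraries (adjusted p = 0.866).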

We identified 409 transcripts that are differentially expressed in both strains (Figures 1E,F, red), 408 of which were changed in the same direction. 

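Of these 409 transcripts, 392 were DE with limma in WT and 407 in the *DAT* mutant, and 408 changed in the same direction in both strains. The median log2 fold change was 0.72 in WT and 0.58 in the *DAT* mutant, and in 263 of the 409 the change was smaller in the *DAT* mutant. With all libraries 396 were DE in WT and 145 in the *DAT* mutant, and 407 had the same direction. The responses of 4 of the 409 differed between strains, and of 6 when adjusted over the list alone (66 at an unadjusted p under 0.05). These 4, named after their values were seen, were *takeout*, *CG6908*, *Arc1* and *CR10102*. All 15 libraries gave 2 that differed, and 7 when adjusted over the list alone. *Arc1* rose by 1.34 in WT and by 4.04 in the *DAT* mutant on the log2 scale (difference -2.70, adjusted p = 0.0465). The difference was -2.24 over all 15 libraries (adjusted p = 0.558), and it was lost in 7 of the 13 fits that each left out a library. The adjusted p was 0.115 and 0.161 without *DAT* mutant AMPH replicates 1 and 3, 0.139 and 0.151 without *DAT* mutant vehicle replicates 1 and 4, 0.109 without WT AMPH replicate 4 and 0.136 and 0.111 without WT vehicle replicates 3 and 4.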

Given that the *DAT* mutants do not express a functional DAT, we posit that the expression changes in these 408 shared transcripts (Figures 1E,F, red) are due to the effects of AMPH that are not mediated by DAT (DAT-independent), such as the responses to the actions of AMPH at other targets, including other neurotransmitter transporters (34). One gene, *takeout*, changed its expression in the opposite direction in the *DAT* mutant compared to control (Figure 1F, upper left quadrant). 

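*takeout* is listed as *to* (FBgn0039298, transcript FBtr0084810, chromosome 3R from 21065902 to 21067175 of dm3, plus strand). In WT it was at 96.6 ± 25.4 (SD, n = 3) RPKM on vehicle and 25.2 ± 12.6 (SD, n = 4) RPKM on AMPH, a log2 fold change of -2.01 (SE 0.40, adjusted p = 0.0154). The *DAT* mutant had 1137 ± 329.8 (SD, n = 3) RPKM on vehicle and 2732 ± 384 (SD, n = 3) RPKM on AMPH, a log2 fold change of 1.29 (SE 0.21, adjusted p = 0.006). The responses differed by -3.30 (SE 0.52, adjusted p = 0.0412). The unused WT vehicle replicate 1 was at 105 RPKM and the unused *DAT* mutant vehicle replicate 2 at 2365 RPKM, which lies above *DAT* mutant AMPH replicate 2 at 2293. Including them, WT vehicle was at 98.6 ± 21.1 (SD, n = 4) RPKM and *DAT* mutant vehicle at 1444 ± 670.4 (SD, n = 4) RPKM. The log2 fold change was then -2.05 (adjusted p = 0.00529) in WT, 1.02 (adjusted p = 0.371) in the *DAT* mutant and -3.07 (adjusted p = 0.0948) for the difference, so the rise in the *DAT* mutant was no longer beyond the spread between libraries. The difference was past the threshold in 7 of the 13 fits that each left out a library. Its adjusted p rose to 0.106 and 0.13 without *DAT* mutant AMPH replicates 1 and 3, 0.139 and 0.111 without *DAT* mutant vehicle replicates 1 and 3, and 0.133 and 0.111 without WT vehicle replicates 3 and 4, while the difference stayed between -3.55 and -2.96. On vehicle *takeout* was higher in the *DAT* mutant than in WT by 3.54 (SE 0.24, adjusted p = 0.00025).

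**Figure D1:**
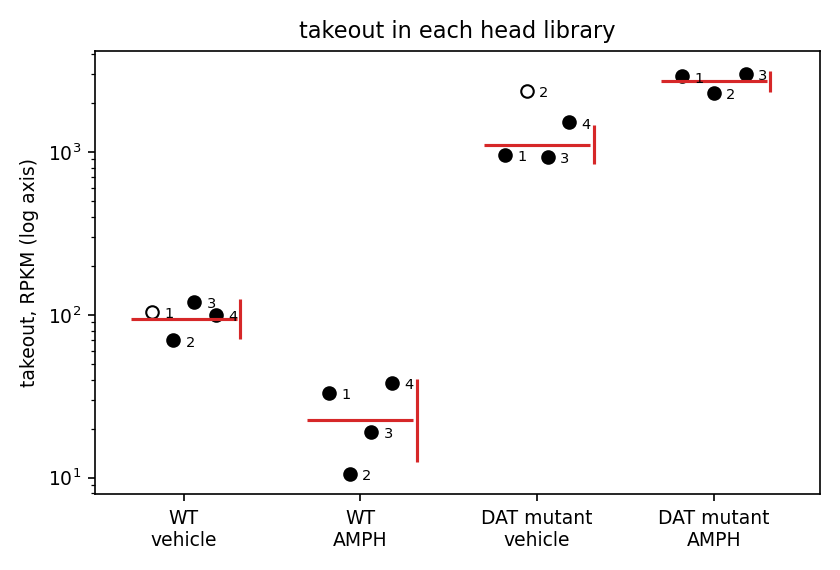
RPKM of takeout (log axis) in each head library of the 4 groups, with the replicate number beside each point. Filled points are the 13 libraries the paper used and open points the 2 it did not, and the red line and bar are the mean and SD over the filled points, computed on log2(RPKM + 1). WT libraries lie between 10.5 and 120.0 RPKM, lower with AMPH, and DAT mutant libraries between 936 and 3001 RPKM, with the open vehicle point at 2365 among those with AMPH.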

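Of the 220 transcripts that Supplementary Table 1 lists only for the *DAT* mutant, 208 were DE in the *DAT* mutant with limma and 73 in WT, and 200 changed in the same direction in both strains. In 38 of the 220 the change was smaller in the *DAT* mutant than in WT, and listing by a call in the *DAT* mutant alone favours a low number. With the unused libraries included 33 were DE in the *DAT* mutant and 95 in WT, and 200 had the same direction. The responses of 6 of the 220 differed between strains, and of 34 when adjusted over the list alone (59 at an unadjusted p under 0.05). Including the unused libraries, 5 differed, and 10 did when adjusted over the list alone. The largest of these differences was that of *GstE1* (FBgn0034335, transcript FBtr0086669, chromosome 2R from 14285895 to 14286729 of dm3, plus strand), a glutathione S-transferase gene. *GstE1* was at 24.9 ± 4.30 (SD, n = 3) RPKM on vehicle and 18.9 ± 4.65 (SD, n = 4) RPKM on AMPH in WT, a log2 fold change of -0.39 (SE 0.19, adjusted p = 0.215). It was at 73.8 ± 9.33 (SD, n = 3) RPKM on vehicle and 1115 ± 426 (SD, n = 3) RPKM on AMPH in the *DAT* mutant, a log2 fold change of 3.84 (SE 0.24, adjusted p = 8.2e-05). The difference was -4.23 (SE 0.34, adjusted p = 0.000271), and -4.16 (adjusted p = 3.97e-05) over all 15 libraries, where the unused WT and *DAT* mutant vehicle libraries were at 20.5 and 75.0 RPKM. It stayed past the threshold in 13 of the 13 fits that each left out a library. Related Gst genes share sequence, so some reads could belong to another member. *GstE1* lies on the same chromosome arm as *DAT*, within 5 Mb of it. Chromosome left from the donor strain of the mutation therefore cannot be told apart from an effect of *DAT* for this gene.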

Lastly, we found 220 transcripts that only respond to AMPH in the *DAT* mutants and not in the controls (Figures 1E,F, green). These may reflect compensatory mechanisms that arise in response to the underlying hyperdopaminergic state in *DAT* mutants, such as the activation of other neurotransmitter systems that gain functional significance in the absence of DAT and the presence of AMPH.

### Functional Categories of Genes That Are Differentially Regulated by AMPH in a DAT-Dependent Manner

For functional interpretation of the DAT-dependent transcriptional effects of AMPH, we next compared known functions of the DAT-dependent genes to those of the DAT-independent genes, separately for upregulated and downregulated genes, to find significant differential functional enrichment [in KEGG pathways and Gene Ontology (GO) Biological Process (BP) categories (35)] (Supplementary Tables 2, 3). We found several functional terms that were differentially enriched when the group of DAT-dependent genes was compared with the DAT-independent group (Figure 2, Supplementary Figure 1). We also detected a number of common functional themes between these two gene sets, which could reflect the cumulative changes in gene activity in response to AMPH across different parts of the fly brain. Notably, even among the shared functional terms, we found significant differences in the distribution of the *p*-values between the two groups (Figure 2, compare blue to red). Taken together, the differential enrichment of the shared terms as well as the significant differences in overall functional themes suggest that the two gene lists, DAT-dependent and DAT–independent, were drawn from functionally distinct sets of genes representing the distinct actions of AMPH in the presence or absence of its primary molecular target.

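The RNA-seq values were tested for 4 sets of genes chosen by name: ribosomal protein genes (RpL and RpS), eIF3 genes (eukaryotic translation initiation factor 3), Gst genes (glutathione S-transferases) and Cyp genes (cytochromes P450). The paper drew its themes of translation and glutathione metabolism from these same libraries, and the eIF3 set takes in the genes of its Supplementary Table 3. Tests of the ribosomal, eIF3 and Gst sets are therefore not independent evidence for those themes. One transcript per gene was used, that with the highest mean RPKM. Sets were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 12 set tests. For the difference between strains (response in WT minus response in the *DAT* mutant), 75 of 83 ribosomal protein genes were above 0, with a median log2 difference of 0.16 (adjusted p = 0.000462). After median centring 73 of 83 of these genes were above 0 (adjusted p = 0.000265). After quantile normalization this set no longer differed, with 48 of 83 genes above 0 and adjusted p = 0.603. Over all 15 libraries 82 of 84 genes were above 0 with a median of 0.51. These include *DAT* mutant vehicle replicate 2, whose deviation from its group fell with transcript length (Spearman rho -0.70). It was also the highest of its group for *RpL39*, *RpL10* and *RpL15*, so the larger median does not by itself show a larger strain difference. For the eIF3 set 13 of 14 genes were above 0, with a median of 0.19 (adjusted p = 0.00549), and the direction held under median centring and quantile normalization. For the Gst set 11 of 34 genes were above 0, with a median of -0.12 (adjusted p = 0.0427), a direction that held under both scalings and turned to a median of 0.03 over all 15 libraries (adjusted p = 0.79). The Cyp set did not differ (31 of 71 genes above 0, median -0.02, adjusted p = 0.306), a direction that held under both scalings. Relative to the median of all genes, the ribosomal difference was 0.04 and not past the threshold without WT AMPH replicate 2 (adjusted p = 0.162). The Gst difference was not past it without WT vehicle replicate 3 (-0.07, adjusted p = 0.182), WT AMPH replicate 1 (-0.09, adjusted p = 0.137) or *DAT* mutant AMPH replicate 1 (-0.14, adjusted p = 0.16). The Cyp difference was past it without WT vehicle replicate 4 (-0.09, adjusted p = 0.0582) or WT AMPH replicate 2 (-0.13, adjusted p = 0.0745). Under fry, which keeps the correlation between genes, 3 of the 12 set tests were past the threshold on the deposited scaling. These were eIF3 in WT and Gst in WT and in the *DAT* mutant. The adjusted p of the 4 differences between strains lay from 0.369 to 0.774 under fry. Unadjusted fry p moved with the scaling. For the ribosomal set in WT it was 0.238 as deposited, 0.174 after median centring and 0.0243 after quantile normalization. For the eIF3 set in the *DAT* mutant it was 0.0538, 0.00371 and 0.000796 in the same order.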

**Figure 2:**
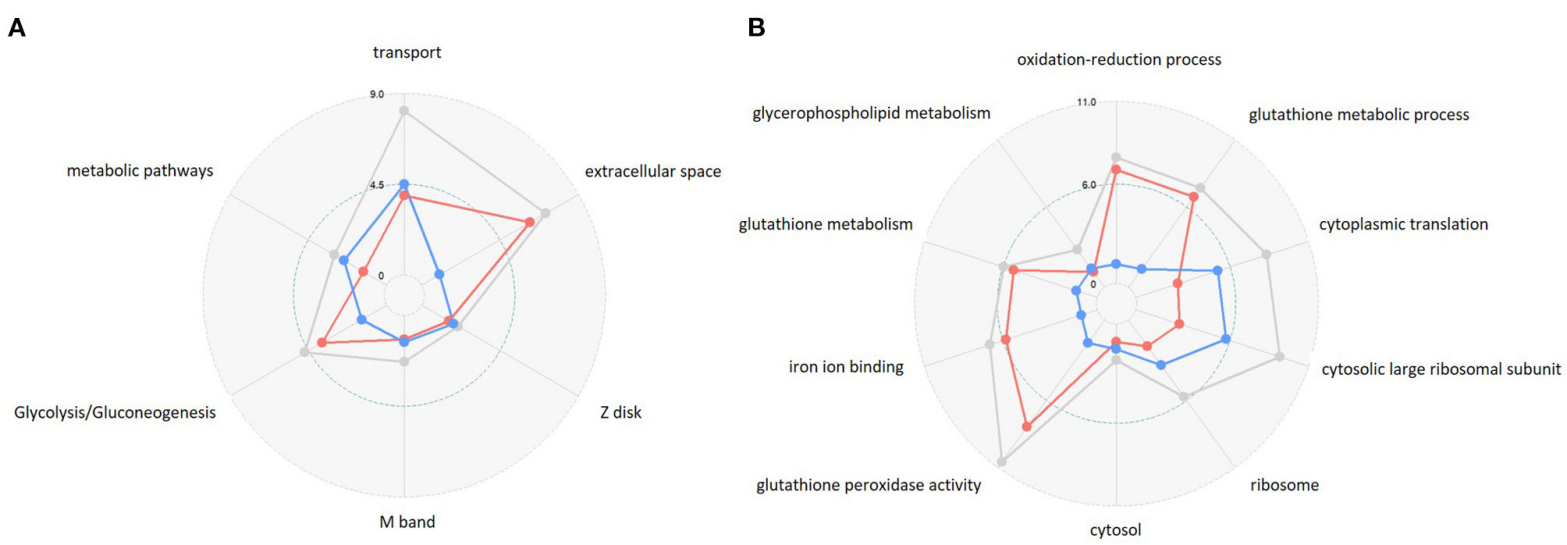
Comparison of the top GO terms that are enriched in DE genes in the WT strain. GO terms are compared by their *p*-values; the centers of the circles correspond to –log10(p) = 0, which increases outwards. **(A)** Downregulated genes; **(B)** upregulated genes. Gray: all DE genes in WT (these correspond to the 717 DE transcripts in Figure 1E, gray circle); red: DE genes that are shared between WT and *DAT* mutant (these correspond to the 409 transcripts depicted in red in Figures 1E,F); blue: DE genes that are unique to WT and not shared with *DAT* mutant (these correspond to the 308 transcripts depicted in blue in Figures 1E,F). The diagrams were created using the R package *ggradar* (36).

The functional differences between DAT-dependent and DAT-independent genes were more pronounced among the upregulated genes (Figure 2, compare blue to red). Furthermore, upregulated genes had a higher number of specific differentially enriched functional annotation terms (as opposed to general ones) than downregulated genes, which did not show any particular predominant categories in the enrichment analysis (Figure 2A, Supplementary Figure 1E). Major functional categories that were predominantly enriched in the DAT-independent group, and therefore represented a common response to the drug between WT and *DAT* mutant, included oxidation-reduction process and glutathione metabolism (Figure 2, red), consistent with the presence of a general xenobiotic response to drug exposure (37).

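Among the Gst genes of the *DAT* mutant, 22 of 33 rose with AMPH, with a median log2 fold change of 0.23 (adjusted p = 5.02e-05 from limma's camera with Benjamini-Hochberg adjustment), a direction that held under median centring and quantile normalization. Its median relative to that of all genes dropped from 0.29 to 0.026 over all 15 libraries, where 19 of 33 genes rose (adjusted p = 0.00721). In WT camera also placed the Gst set higher (adjusted p = 0.0143) although 16 of 33 genes rose and the median was -0.04. The changes of single members reached 4.36 (*GstD5*) and 3.45 (*GstD2*) upward and -0.81 (*GstZ2*) downward, 3 genes named after their values were seen. Relative to the median of all genes, the WT median was 0.0006, so a turn of its sign does not by itself show a change. It was -0.02 after quantile normalization and -0.03 over all 15 libraries. It was also below 0 without WT vehicle replicate 2 or WT AMPH replicate 2, 3 or 4 (lowest -0.08, without WT AMPH replicate 4). The Cyp set was not past the threshold in WT (33 of 71 genes rose, median -0.12, adjusted p = 0.95), with a relative median of 0.03 without WT vehicle replicate 3 or over all 15 libraries and 0.05 without WT AMPH replicate 1. For the *DAT* mutant, 36 of 66 Cyp genes rose, with a median of 0.11 (adjusted p = 0.0696), a direction that held under both scalings, where the adjusted p was 0.165 and 0.212. It was not past the threshold over all 15 libraries (adjusted p = 0.235) or without *DAT* mutant vehicle replicate 3 (adjusted p = 0.243). Members of both families share sequence, so values of single members are uncertain.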

To characterize the functions specific to the DAT-dependent groups, we subtracted from the WT enrichment list the categories that were predominantly shared between WT and *DAT* mutant [categories that exhibited high significance (low *p*-values) in the DAT-independent set]. This resulted in a unique subset of terms specific to the genes that are upregulated in response to AMPH treatment in a DAT-dependent manner (Figure 3). This enrichment analysis showed that the predominant functional theme in the AMPH-induced DAT-dependent gene regulation was the activation of *de novo* mRNA translation. 

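Within WT, 67 of 82 ribosomal protein genes rose with AMPH, with a median log2 fold change of 0.18 (adjusted p = 8.94e-05 from limma's camera with Benjamini-Hochberg adjustment), and 72 of 82 rose over all 15 libraries. After median centring 69 of 82 rose (adjusted p = 0.000196). After quantile normalization 53 of 82 rose, and the set was at adjusted p = 0.104. Within the *DAT* mutant, 40 of 83 rose, the median was near 0 and camera placed the set slightly higher relative to all genes (adjusted p = 0.0838), while over all 15 libraries 11 of 83 rose and the set was lower (median -0.30, adjusted p = 1.09e-05). The only library added there was *DAT* mutant vehicle replicate 2, with its trend against transcript length, so this fall may not be a response to AMPH. After median centring and after quantile normalization 51 of 83 rose in the *DAT* mutant, with adjusted p = 0.105 and 0.154. Without *DAT* mutant vehicle replicate 3 its median relative to all genes was -0.06 (adjusted p = 0.95), and without *DAT* mutant AMPH replicate 3 it was 0.01 (adjusted p = 0.418). All 14 of 14 eIF3 genes rose in WT, with a median of 0.54 (adjusted p = 1.07e-05), and 12 of 14 rose in the *DAT* mutant, with a median of 0.38 (adjusted p = 0.000272), directions that held under median centring, quantile normalization and over all 15 libraries.
The paper takes transcripts that respond to AMPH in WT and not in the *DAT* mutant as DAT-dependent, since the mutant lacks a functional transporter. It subtracts from the terms enriched in WT those also strongly enriched among the transcripts shared by both strains. From the upregulated terms that remain, it concludes that activation of *de novo* mRNA translation is the predominant theme of the DAT-dependent response.

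**Figure D2:**
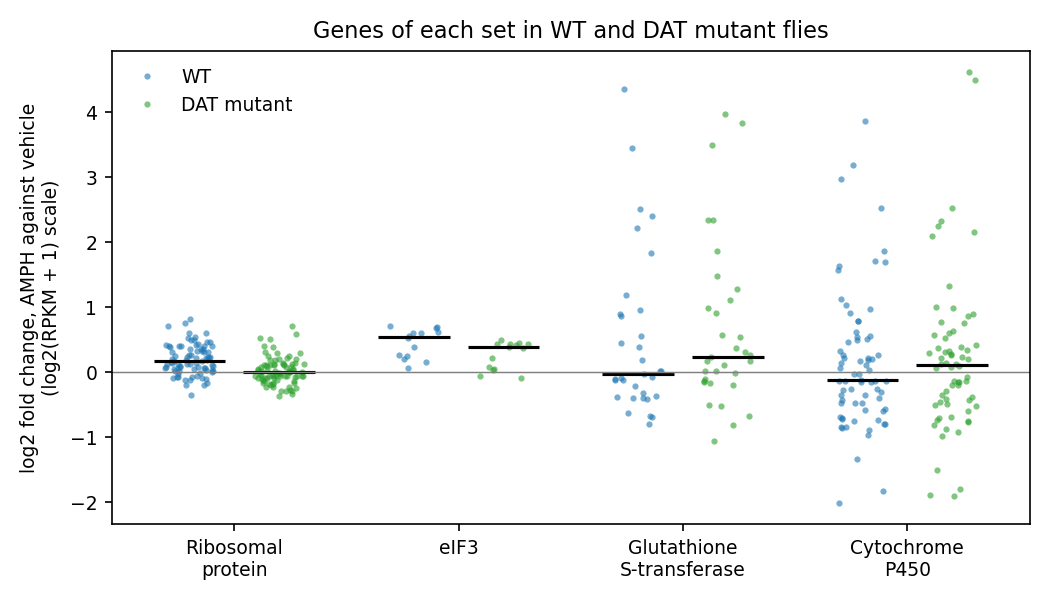
Log2 fold change with AMPH, on the log2(RPKM + 1) scale, of the genes of 4 sets, with one point per gene, blue for WT and green for the DAT mutant, and a black line at the median. The eIF3 medians are 0.54 and 0.38, the ribosomal protein medians are 0.18 in WT and near 0 in the DAT mutant, where 51 of 83 genes lie above 0 after centring or quantile normalization against 40 of 83 as plotted, and Gst and Cyp genes spread to rises above 4.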

Among the upregulated genes were those encoding ribosomal subunits and components of the eukaryotic translation initiation factor 3 complex (eIF3) (Supplementary Table 3). 

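Supplementary Table 3 lists *eIF3-S8*, *Int6*, *CG5642*, *eIF-3p40*, *Trip1* and *pix* for the eIF3 complex. In WT their log2 fold changes were 0.68, 0.62, 0.71, 0.61, 0.52 and 0.69, and all were DE, with the highest adjusted p = 0.0528 for *Trip1*. The values in the *DAT* mutant were 0.49, 0.37, 0.45, 0.44, 0.22 and 0.43. There *eIF3-S8* (adjusted p = 0.0152), *Int6* (adjusted p = 0.0619), *CG5642* (adjusted p = 0.0211) and *pix* (adjusted p = 0.0423) were DE as well, and *eIF-3p40* (adjusted p = 0.118) and *Trip1* (adjusted p = 0.212) were DE only after median centring, with log2 fold changes of 0.53 and 0.32. The difference between strains was 0.17 to 0.30 for these genes, not past the threshold (adjusted p = 0.999 each). As an example, *CG5642* (FBgn0036258, transcript FBtr0076022, chromosome 3L from 12136542 to 12139215 of dm3) was at 127 ± 8.97 (SD, n = 3) and 207 ± 15.3 (SD, n = 4) RPKM in WT vehicle and AMPH, and at 80.6 ± 4.32 (SD, n = 3) and 111 ± 8.07 (SD, n = 3) RPKM in the *DAT* mutant. The unused vehicle libraries were at 137 and 66.9 RPKM. *Int6* overlaps *CG9706* and *Trip1* overlaps *CG34125*, and the strand use of the counting is not stated, so their values are less certain.
Of the ribosomal protein genes listed for cytoplasmic translation, *RpL7-like*, *RpL40*, *RpS18*, *RpL38* and *RpL39* were DE in WT (log2 fold changes 0.70, 0.49, 0.52, 0.54 and 0.47), while *RpL21*, *RpL22* and *RpL29* were not (0.40, 0.40 and 0.41, adjusted p = 0.125, 0.111 and 0.134). These last 3 were DE too over all 15 libraries (adjusted p = 0.0422, 0.0712 and 0.0443). Of these 8 genes only *RpL7-like* was DE in the *DAT* mutant. *RpL10*, *RpL5* and *RpL15*, which Figure 4A shows, rose by 0.81, 0.71 and 0.76 in WT and by 0.72, 0.59 and 0.50 in the *DAT* mutant and were DE in both. Many of these WT calls were lost in fits that left out a library. Without WT vehicle replicate 2 the adjusted p in WT was 0.114 for *eIF3-S8*, 0.109 for *Int6*, 0.112 for *Trip1*, 0.213 for *RpL40*, 0.192 for *RpS18* and 0.159 for *RpL39*. It was 0.102 for *Int6*, 0.109 for *Trip1*, 0.134 for *RpL40*, 0.169 for *RpS18*, 0.185 for *RpL38*, 0.175 for *RpL39* and 0.124 for *RpL5* without WT vehicle replicate 3. Leaving out WT vehicle replicate 4 gave 0.156 for *eIF3-S8*, 0.145 for *Int6*, 0.18 for *Trip1*, 0.133 for *pix*, 0.177 for *RpL40*, 0.147 for *RpS18*, 0.207 for *RpL38*, 0.11 for *RpL39*, 0.108 for *RpL10* and 0.15 for *RpL5*. Among the AMPH libraries, leaving out replicate 2 gave 0.104 for *Trip1*, 0.134 for *RpL40* and 0.116 for *RpS18*, replicate 3 gave 0.123 for *RpL40*, 0.147 for *RpS18*, 0.104 for *RpL38* and 0.116 for *RpL39*, and replicate 4 gave 0.11 for *RpL38*. *Int6* in the *DAT* mutant was lost in 5 of the 6 fits that each left out a library, with an adjusted p of up to 0.146 without *DAT* mutant vehicle replicate 3. *pix* in the *DAT* mutant was lost in 3 of the 6, with an adjusted p of 0.104, 0.107 and 0.105 without *DAT* mutant vehicle replicates 1, 3 and 4, and *RpL38* became DE there without *DAT* mutant AMPH replicate 1 (adjusted p = 0.0499). With *DAT* mutant vehicle replicate 2 included, none of the genes named here was DE in the *DAT* mutant, and *RpL21*, *RpS18*, *RpL38*, *RpL39* and *RpL29* turned negative there (-0.14, -0.18, -0.14, -0.45 and -0.40). Ribosomal protein genes share sequence with one another and *RpL29* and *RpL7-like* overlap other genes (*CG9752* and *CG34164*). Of the 30 genes that the paper's text, Figure 4A or these terms name, 19 were DE in WT and 22 when adjusted over the list alone, 12 in the *DAT* mutant and 14 when adjusted over the list alone, and 1 (*takeout*) differed between strains by either count. Including the 2 unused libraries, these counts were 22 and 22 in WT, 1 and 1 in the *DAT* mutant and 1 and 1 for the difference. The study chose most of these genes on these libraries, so the counts over the list alone are not independent evidence.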

We did not find any exclusively neuron-specific processes in this analysis, with the exception of genes encoding proteins that modulate cell-cell adhesion (in the downregulated group) and long-term memory (in the upregulated group); however, neither one of these general categories accumulated enough genes to provide more specific annotation that would allow for a more detailed functional classification (Supplementary Table 3).

**Figure 3:**
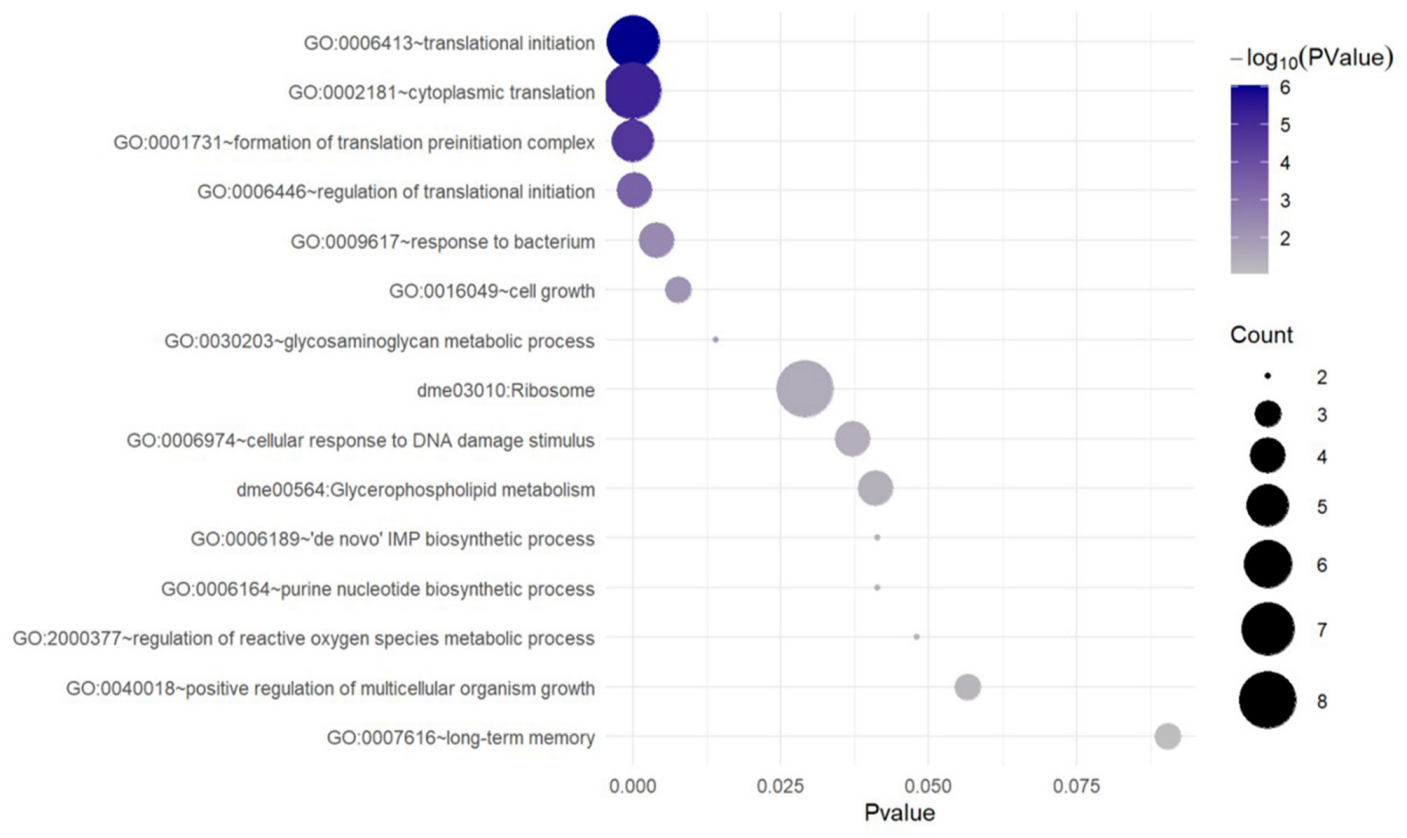
Unique GO and KEGG terms enriched with the genes that are upregulated in response to AMPH in a DAT-dependent manner. Functional category/term names are on the left. Circle sizes are proportional to the number of DE genes (gene counts), which were annotated as belonging to the corresponding functional category.

### Convergent Data From a Genome-Wide Association Study (GWAS) of AMPH Sensitivity

The above transcriptomic analyses comparing AMPH-associated gene regulation in *DAT* mutants and their isogenic control (WT) were performed with the intention to prioritize for validation genes that were regulated only in the presence of DAT, as we anticipated those to be more relevant to the actions of AMPH at dopaminergic release sites. To further explore the functional relevance of the genes uncovered by this analysis, we mined data collected from an independent GWAS of AMPH-induced hyperactivity we conducted using the DGRP (Williams et al, *GWA uncovers a novel role for Ctr9 in AMPH sensitivity in* Drosophila, not yet published), a collection of inbred, fully sequenced fly lines (30). In addition to 3 SNPs that met the Bonferroni threshold of *p* < 10^−8^, our analyses found 288 SNPs within or near 123 genes associated with the response to AMPH at an empirical threshold of *p* < 10^−5^. Similarly to previous GWA studies performed with the DGRP (38), quantile-quantile plots of observed *p*-values against the distribution of expected *p*-values demonstrated significant deviation from linearity that supports the enrichment in true positive associations at or above this empirical threshold (Williams et al., *ibid*). Previous efforts by other groups using mutational analyses or targeted RNAi knockdown have validated 60–80% of gene associations that fall into this category (38). We posited that we could identify high-priority genes for further validation by looking for functional convergence between the genes we identified in our GWAS with those identified in the transcriptomic analyses presented above. Indeed, we found associated SNPs within or near several genes encoding ribosomal subunits (*RpL8, RpS13, RpS23*, and *RpS26*) (39) and *smooth* (*sm*), a heterogeneous nuclear ribonucleoprotein (hnRNP) with a role in mRNA splicing (40), which was also identified in the RNA-seq analysis. 

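*sm* (FBgn0003435, transcript FBtr0110898, chromosome 2R from 15417802 to 15453790 of dm3, minus strand, the most abundant of its 6 transcripts) was at 46.2 ± 4.52 (SD, n = 3) RPKM on vehicle and 28.9 ± 1.85 (SD, n = 4) RPKM on AMPH in WT, a log2 fold change of -0.66 (SE 0.10, adjusted p = 0.00612). For the *DAT* mutant the values were 35.7 ± 5.15 (SD, n = 3) RPKM on vehicle and 22.1 ± 5.79 (SD, n = 3) RPKM on AMPH, a log2 fold change of -0.69 (SE 0.18, adjusted p = 0.039). All 6 transcripts were DE in both strains. The difference between strains was 0.03 (SE 0.22, adjusted p = 0.999). The unused WT vehicle replicate 1 was at 48.8 RPKM and the unused *DAT* mutant vehicle replicate 2 at 16.4 RPKM. With them the log2 fold change was -0.68 (adjusted p = 0.00149) in WT and -0.42 (adjusted p = 0.933) in the *DAT* mutant. The call in the *DAT* mutant was also lost without *DAT* mutant AMPH replicate 2 (-0.68, adjusted p = 0.103), *DAT* mutant AMPH replicate 3 (-0.51, adjusted p = 0.119) or *DAT* mutant vehicle replicate 4 (-0.58, adjusted p = 0.138). A tRNA gene lies within *sm*.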

Pathway analysis further identified candidate genes from either study that encode proteins essential to the modulation of mRNA translation (Figure 4A). We found associated SNPs within or near the gene encoding the ribosomal protein S6 kinase (*S6k*), which promotes protein synthesis by phosphorylating the S6 ribosomal protein, and the gene *happyhour* (*hppy*), which encodes a member of the Ste20 family member (MAP4K3) that has been shown to be required for maximal phosphorylation of S6K and the eukaryotic translation initiation factor 4E binding protein (4E-BP1) (41). 

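*Thor* (FBgn0261560, transcript FBtr0077524, chromosome 2L from 3478434 to 3479612 of dm3, plus strand) was at 145 ± 29.9 (SD, n = 3) RPKM on vehicle and 758 ± 222 (SD, n = 4) RPKM on AMPH in WT, a log2 fold change of 2.35 (SE 0.24, adjusted p = 0.00103). In the *DAT* mutant it was at 148 ± 56.8 (SD, n = 3) RPKM on vehicle and 424 ± 95.8 (SD, n = 3) RPKM on AMPH, a log2 fold change of 1.57 (SE 0.29, adjusted p = 0.00964). Both rises stayed past the threshold in every fit that left out 1 of the 13 libraries. The rise was larger in WT by 0.78 (SE 0.41, adjusted p = 0.989), which does not exceed the spread between libraries. The unused WT vehicle replicate 1 was at 193 RPKM and the unused *DAT* mutant vehicle replicate 2 at 380.4 RPKM, above the highest of the paper's *DAT* mutant vehicle libraries at 198 RPKM and above *DAT* mutant AMPH replicates 2 and 3 at 373 and 365 RPKM. With both included the log2 fold change was 2.25 (adjusted p = 0.000447) in WT and 1.21 (adjusted p = 0.464) in the *DAT* mutant.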

Notably, the fly has only one gene encoding a 4E binding protein, *Thor* (42, 43), which was also identified in our transcriptomic analyses above. Other candidate genes from the GWAS include *Eip75b*, the fly homolog of peroxisome proliferator-activated receptor γ (PPARγ), and *spargel* (*srl*), the homolog of PPARγ coactivator 1α (PGC-1α) (44, 45). PGC-1α has been previously shown to play a role in insulin-TOR signaling downstream of S6K (44). 

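*trbl* (FBgn0028978, transcript FBtr0078235, chromosome 3L from 20389388 to 20394708 of dm3, minus strand) was at 8.88 ± 0.370 (SD, n = 3) RPKM on vehicle and 19.6 ± 2.45 (SD, n = 4) RPKM on AMPH in WT, a log2 fold change of 1.05 (SE 0.11, adjusted p = 0.00149). It was at 8.68 ± 1.18 (SD, n = 3) RPKM on vehicle and 30.0 ± 6.88 (SD, n = 3) RPKM on AMPH in the *DAT* mutant, a log2 fold change of 1.66 (SE 0.17, adjusted p = 0.000885). The response was larger in the *DAT* mutant, with a difference between strains of -0.61 (SE 0.22, adjusted p = 0.732) that was not past the threshold over all transcripts (unadjusted p = 0.0153) and ranged from -0.80 to -0.47 in the 13 fits that each left out a library. Both calls held in every fit that left out 1 of the 13 libraries. The unused WT and *DAT* mutant vehicle libraries were at 12.2 and 6.12 RPKM, and over all 15 libraries the log2 fold change was 0.95 (adjusted p = 0.0019) in WT and 1.77 (adjusted p = 0.0155) in the *DAT* mutant.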

The RNA-seq analysis also identified *tribbles* (*trbl*), which encodes a Trib kinase previously shown to modulate Akt-mediated insulin signaling through S6K and PPARγ (46).

**Figure 4:**
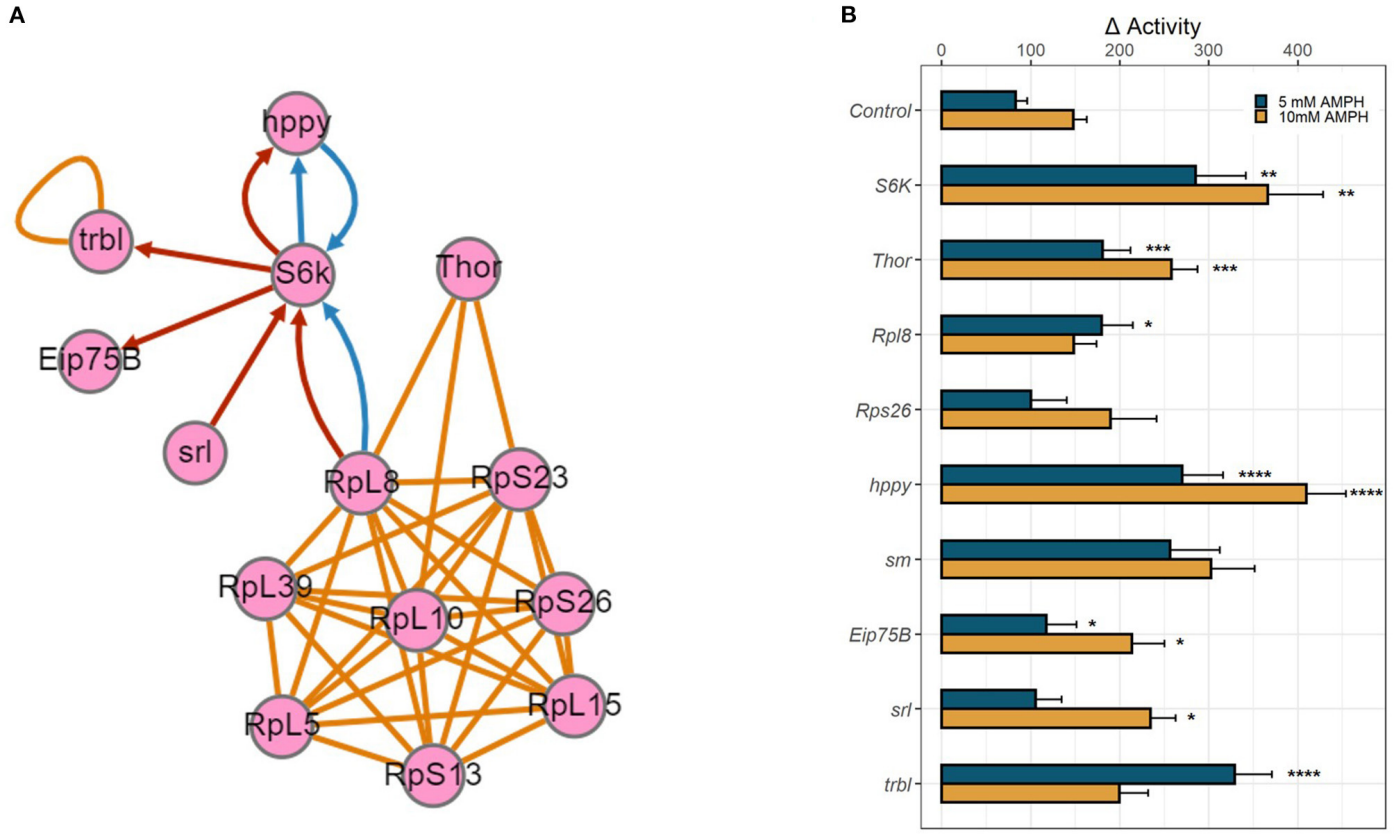
Functional validation of candidate genes. **(A)** Gene network depicting physical and genetic interactions between candidate genes identified in RNA-seq and GWA analyses. Orange lines indicate reported physical interaction, blue arrows indicate enhancing genetic interaction, and red arrows indicate suppressing genetic interaction. Network generated using the esyN webtool. *S6K* and *Thor* encode direct targets of the MTOR signaling pathway, S6 Kinase and 4E-BP, which are known to interact with ribosomal proteins to modulate mRNA translation. *hppy* encodes MAP4K3 which regulates the phosphorylation of S6K and 4E-BP. *Eip75B, srl*, and *trbl* all encode modulators of insulin-mTOR S6K signaling. **(B)** RNAi-mediated knockdown of candidate genes was targeted to dopamine neurons using TH-GAL4. Bar graphs depict change in activity in response to 5 mM AMPH (blue) or 10 mM AMPH (yellow). Error bars indicate SEM. Statistical significance was determined by Kruskal-Wallis ANOVA (*p* < 2e-16). Asterisks indicate pairwise significance compared to genotype control after AMPH treatment, as determined by *post-hoc* Dunn's Test with a Benjamini-Hochberg correction for multiple testing, ****p.adj < 0.0001, ***p.adj < 0.001, **p.adj < 0.01, *p.adj < 0.05.

### Functional Validation of Candidate Genes

We employed targeted RNA interference (RNAi) using the GAL4/UAS system to knock down gene expression to test the role of the candidate genes identified in our analyses above. We targeted the expression of select RNAi constructs first pan-neuronally, using the elav-GAL4 driver (Supplementary Figure 2), and then in a more targeted manner using the dopamine neuron-specific TH-GAL4 driver (Figure 4B). Knockdown of several candidate genes, especially ribosomal proteins, was lethal when either GAL4 driver was utilized, precluding us from validating the role of these genes in the behavioral response to AMPH. For those that survived, knockdown of *Rpl8* significantly enhanced the response to 5 mM AMPH, whereas knockdown of *Rps26* had no effect. Knockdown of *S6K* led to a dramatic increase in AMPH-induced hyperactivity, using either GAL4 driver and at each AMPH concentration tested, suggesting that the gene plays a critical role in modulating the sensitivity to AMPH in general, and in dopamine neurons in particular (Figure 4B, Supplementary Figure 2). Similarly, knockdown of *Thor* (4E-BP), *hppy* (MAP43K), *Eip75B* (PPARγ), *srl* (PGC-1α), or *trbl* significantly enhanced the response to AMPH (Figure 4B, Supplementary Figure 2). These findings suggest a specific role for the S6K signaling pathway in dopamine neurons in modulating the initial sensitivity to AMPH and also point to a potential role for the insulin signaling pathway in regulating this process.

## Discussion

Understanding the genetic and molecular mechanisms underlying behavioral disorders, such as substance use and abuse, is critical for developing targeted therapeutic strategies to treat these disorders. Next-generation sequencing has greatly facilitated transcriptomic and genomic analyses, thereby allowing for unbiased approaches to identifying novel genes and gene pathways that mediate the actions of drugs of abuse. However, the direct functional implication of candidate genes remains challenging, especially in rodent models where *in vivo* gene validation can be costly and laborious. To effectively prioritize genes that modulate AMPH action, we analyzed the convergence of a combination of behavioral, transcriptomic, and genomic datasets, and followed up by high-throughput targeted validation in *Drosophila*.

Given that DAT is the principal molecular target of AMPH (4, 5), we first analyzed the transcriptional response to the psychostimulant in fly brains in the presence or absence of DAT. We focused on genes that are differentially regulated in response to the psychostimulant in a DAT-dependent manner, as we hypothesize that they are mechanistically linked to the behavioral response to AMPH, which is also DAT-dependent. Using functional enrichment analysis, we found that the major affected process was the upregulation of genes that govern *de novo* mRNA translation. We then examined whether genes that display similar ontology are enriched in an independent GWAS dataset. This approach allowed us to prioritize GWAS hits that met the empirical threshold of *p* < 10^−5^ but fell short of meeting the more stringent Bonferroni significance. Consistent with the results of the RNA-seq analysis, we identified several genes encoding ribosomal proteins, in addition to several modulators of mRNA translation. By exploring the functional convergence between transcriptomic and genomic data, we were able to identify genes that confer AMPH sensitivity via mechanisms downstream of the transcriptional response to the drug. The existence of such convergence suggests that the underlying genetic architecture can have a significant impact on signaling pathways triggered by drug exposure. Other functional themes identified by our GWAS include neurodevelopment, cell adhesion, and control of locomotion and sleep, among others (Williams et al., *ibid*).

Taking advantage of the high-throughput gene targeting tools available in *Drosophila*, we validated the role of several of these genes, including the fly homologs of *S6K* and *4E-BP*, which are direct targets of the mammalian Target of Rapamycin in Complex 1 (mTORC1). Remarkably, even though we measured transcripts from whole heads, we were able to identify genes that regulate AMPH sensitivity specifically in dopamine neurons, which represent a tiny fraction of neurons in the central nervous system. We believe that this success in identifying genes that are critical to the dopaminergic response to AMPH was facilitated by our prioritizing DAT-dependent transcriptional changes. The classification of DAT-dependent vs. DAT-independent transcriptional changes is imperfect, given the compensatory changes associated with the mutant and time course of drug action. This is in part supported by our findings that pan-neuronal knockdown of some of the candidate genes leads to an even more enhanced AMPH response compared to dopamine neuron-specific knockdown, suggesting a role for these genes in neurons pre- and/or postsynaptic to dopamine neurons, or in other neuronal circuits altogether. Nonetheless, we believe that this initial prioritization helped focus our subsequent functional analyses and validation to identify gene pathways in dopamine neurons that modulate the response to AMPH's actions at DAT. Future studies will be needed to explore the role of these pathways in other neuronal populations.

In recent years, a wealth of data has implicated the kinase mTORC1 (mammalian/mechanistic Target of Rapamycin in Complex 1) as an essential mediator of protein synthesis (47), including dendritic translation of synaptic proteins (48, 49). In this role, mTORC1 is known to promote neuroadaptations in response to key signaling events, such as those that are induced by drugs of abuse (12, 13, 50). mTORC1 targets S6K and 4E-BP (51), candidate genes we identified that are critical for the initiation and elongation of mRNA translation. Our data further showed that targeted RNAi knockdown of either protein in dopamine neurons dramatically enhanced the response to AMPH. More work needs to be done to explicate the mechanisms underlying the roles of these genes in AMPH sensitivity. It would be particularly interesting to perform cell-specific ribosome profiling (52) in order to delineate the translational network activated in response to AMPH in dopamine neurons, as well as other neuronal subtypes, to begin to understand the link between the observed transcriptional changes and behavioral phenotype.

Previous studies have implicated mTOR signaling in the actions of psychostimulants, but these mostly focused on pharmacological inhibition or genetic knockdown or deletion of *mTORC1* and downstream effectors in adulthood, which attenuated psychostimulant-induced reward and reinforcement behavior (53–58). Notably, our knockdown approach targets candidate genes early during development. Thus, one possible explanation for the different results is that S6K signaling plays a role in the neurodevelopment of dopamine neurons in ways that influences the response to AMPH later in life, and that this role may be distinct from its function in the acute response to AMPH in adulthood. Consistent with this hypothesis, our data also showed that dopamine neuron-specific knockdown of *srl* (dPGC-1) (44) and its coactivator *Eip75b* (dPPARγ) (45), transcriptional regulators that act downstream of the insulin/Akt/TOR pathway (44), enhanced the response to AMPH. PGC-1 and PPARγ have been studied as therapeutic targets in Parkinson's disease (59, 60) and have been shown to confer neuroprotective effects in dopamine neurons (61). Interestingly, the Trib kinase encoded by the candidate gene *trbl* has been shown to modulate Akt-mediated insulin signaling through S6K and PPARγ (46). In light of a series of studies implicating insulin as a regulator of dopamine uptake and release (62–64), our data suggest a working model in which insulin signaling in dopamine neurons acts through S6K during neurodevelopment to modulate AMPH sensitivity, possibly by altering the functional expression of DAT, its dopamine reuptake capacity, or its ability to efflux dopamine in response to AMPH. This is also consistent with a study showing that insulin promotes dopamine neuron differentiation through PI3K/Akt/mTOR-dependent S6K signaling in human neural stem cells (65). Further studies will be needed to test this hypothesis, using tools readily available in flies for temporal control of gene knockdown (66), which would enable comparison of the effect of knockdown during development to knockdown in adulthood. It will also be interesting to explore whether the genes identified effect changes in AMPH sensitivity by modulating autophagy, another major cellular process controlled by mTOR (50). Previous studies have shown that inhibition of mTOR induces formation of autophagic vacuoles in presynaptic dopamine terminals, leading to decreased size of axonal profiles, synaptic vesicle numbers, and evoked dopamine release (67). Several studies have also shown that autophagy mediates psychostimulant-induced neurotoxicity (68–70). More recently, a study showed that low, non-toxic levels of cocaine also induce neuronal autophagy *in vitro* and *in vivo*, and that inhibitors of autophagy blunt conditioned place preference in mice (71). Interestingly, cocaine-induced autophagy was also shown to induce DAT degradation in the nucleus accumbens of mice, and it would be interesting to determine if mTOR is linked mechanistically to this process as well (71).

Taken together, our data demonstrate the power of *Drosophila* as a genetic model that facilitates high-throughput behavioral screens, combined with GWAS and whole transcriptome sequencing, to identify, prioritize, and validate candidate genes that can be subsequently evaluated in rodent models of self-administration.

## Materials and Methods

### Fly Stocks and Transgenic *Drosophila* Lines

All fly strains were reared on a standard corn meal, yeast, molasses, and agar medium at 25°C and 45–47% humidity under a 12:12 h light:dark cycle. An isogenic *w*^1118^ fly strain (Exelixis strain A5001, BL-6326) was used as the control. The *DAT* mutants (*dDAT*^*fmn*^) were a gift from Dr. K. Kume (Kumamoto, Japan) (29) and were back-crossed to the *w*^1118^ isogenic strain for 7 generations. These mutants have the 5′ portion of a roo transposon inserted into intron 6 of the *dDAT* gene resulting in an in-frame stop codon (29). All RNAi lines were driven by the TH-GAL4 driver (72), a gift from Dr. S. Birman (Paris, France). Transgenic RNAi strains were obtained from Bloomington Stock Center (Stocks: GFP RNAi #9330, Rpl8 RNAi #50610, Rps26 RNAi #33393, S6K RNAi #42572, Thor RNAi #80427, trbl RNAi #60007, hppy RNAi #53884, srl RNAi #33915, Eip75B RNAi #35780, Sm RNAi #64524).

### Behavioral Assay

Flies were aged for 7 days after eclosion, housed in vials containing standard medium, and entrained to a 12:12 h light:dark regime under rearing conditions. Individual aged male flies were then anesthetized briefly with CO_2_ and placed in polycarbonate tubes containing food consisting of 1% agar and 3% sucrose delivered in water (vehicle) or AMPH solution (10 mM) (Sigma, A5880). Flies were continuously monitored for movement by four infrared beams evenly distributed across the tube using Trikinetics *Drosophila* Activity Monitors (TriKinetics, Waltham, MA). Locomotor activity was measured by recording infrared beam crossings (activity counts) by individual flies totaled in 2 min bins. All experiments were carried out in a designated behavior room under LD conditions at 25°C and ~45–50% humidity with *ad libitum* access to food (Vehicle or AMPH). Animals that died within the first 12 h of the experiment were excluded from the analysis.

Output files were analyzed in R using the previously published Rethomics framework (73). The mean activity was calculated by binning activity counts over 60 min and averaging across the first night of recording (0–12 h) for each individual animal.

Bar graphs were generated using ggplot2 (36, 74) and represent the change in response to AMPH for each group. Error bars indicate SEM. When the assumption of homogeneity of variance for the data was not met, statistical significance was determined by Kruskal-Wallis ANOVA. Asterisks indicate pairwise significance compared to genotype control after AMPH treatment, as determined by *post-hoc* Dunn's Test with a Benjamini-Hochberg correction for multiple testing, ^****^p.adj < 0.0001, ^***^p.adj < 0.001, ^**^p.adj < 0.01, ^*^p.adj < 0.05.

### RNA-Seq

PolyA+ selected libraries were produced from individual whole *Drosophila* brains (4 heads per group). Specifically, total RNA was prepared using the RNAqueous-Micro kit (Ambion) followed by polyA+ mRNA isolation with the Dynabeads mRNA DIRECT Micro kit (Ambion) according to the manufacturer's protocols. Barcoded libraries (Ion XpressRNA) were made using the Ion Total RNA-Seq Kit v2 (Fisher Scientific), PCR-amplified, and quantified with Agilent Bioanalyzer (Agilent). The resulting libraries were pooled and sequenced on the Ion OneTouch 2 System using P1.1.17 chips and Ion HiQ chemistry. Data was collected with Ion Suite (version 4.4.3. 1). Reads were mapped to UCSC dm3 reference genome with tmap-f3 in Torrent Suite (v4.4.3). The raw and processed RNA-Seq data were submitted to the NCBI Gene Expression Omnibus with the Accession Number GSE196162.

### Differential Gene Expression Analysis

Differential gene expression analysis based on the negative binomial distribution model was performed using the DESeq2 R package (33). In this analysis, we first found the differential expression in each AMPH treatment group (namely, the isogenic *w*^1118^ flies (WT) and *DAT* mutant flies) against their respective untreated controls. The differentially expressed genes in each comparison were selected at the adjusted *p*-value (Benjamini and Hochberg) of <0.1, followed by the analysis of similarities between the resulting gene lists.

### Gene Ontology (GO) and Functional Enrichment Analysis

Functional classification of candidate genes was performed using established GO terms and canonical pathways available in the Database for Annotation, Visualization and Integrated Discovery (DAVID) (35). Enrichment in functional GO categories and pathways (from the annotated pathway collections and tools such as KEGG and GO BP terms was assessed using Fisher's exact and hypergeometric tests available through DAVID. Genetic and physical interactions between candidate genes were identified and graphed using the esyN webtool (which uses the Flybase Gene Report and Flybase Interaction Report to identify functional gene networks) (75), and by mining the literature for functional interaction between mammalian homologs of candidate genes.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/, accession: GSE196162.

## Author Contributions

CK, SK, CH, DG, and JJ designed the experiments. SK designed data analysis tools for functional enrichment analysis. CK, BW, RP, and YZ performed the experiments. CK, BW, IM, QY, SK, and CH contributed analysis tools and performed data analysis. CK, BW, IM, SK, and JJ discussed the results and interpretation of the data and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by U01 DA042233 (CK, BW, YZ, and JJ), a Seed Grant from the Columbia University Data Science Institute (SK and IM), and the Intramural Research Program of the National Institute on Alcohol Abuse and Alcoholism (RP, QY, CH, and DG).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

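RNA was sequenced from single fly heads on an Ion Torrent instrument, in 4 libraries each of WT vehicle, WT AMPH and *DAT* mutant vehicle and 3 of *DAT* mutant AMPH, after an exposure that the sample records give as 48 h, to 10 mM AMPH in the AMPH groups. The authors made the RPKM values before they deposited them: reads were mapped to dm3 with tmap and scaled to transcript length and library size. The table holds 18960 transcripts of 11257 genes, 17621 of them above 0 in all 15 libraries and 8 at 0 in all of them. The values of the single library files were equal to those of the series table. Gene symbols and lengths were taken from a later annotation of the genome, in which 10188 genes matched a symbol and 16255 transcripts a length, and coordinates are those of the deposited table on dm3.

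The planned test needed counts. As the deposited values are RPKM, limma 3.58.1 on log2(RPKM + 1) replaced it, a choice made once the unit was known and before any result was seen. Linear models were fitted with a mean-variance trend in the empirical Bayes step, and p-values were adjusted after Benjamini-Hochberg with a threshold of 0.1. Transcripts with at least 1 RPKM in as many libraries as the smallest group holds were tested. Each strain was compared with its own vehicle group, the strains were compared on vehicle, and the difference between the AMPH responses (that in WT minus that in the *DAT* mutant) was tested in one fit of all 4 groups.

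The libraries were those whose mean of log2(RPKM rounded to a whole number + 1) gives the group means of Supplementary Table 1, with a tolerance of 0.0001. One subset per group matched, with 13 libraries in all. That the authors tested rounded RPKM values is an inference from this match. All 15 libraries were the alternative. The paper gives no reason for leaving out WT vehicle replicate 1 and *DAT* mutant vehicle replicate 2. Depth was read from the step between low values of 662 single-exon transcripts, and ranged from 11.1 to 77.7 M reads if 1 step is 1 read: 77.7, 70.9, 20.7 and 36.9 in WT vehicle replicates 1 to 4, 55.0, 52.9, 38.6 and 62.7 in WT AMPH, 46.9, 12.0, 11.2 and 11.1 in *DAT* mutant vehicle and 41.9, 19.5 and 43.6 in *DAT* mutant AMPH. A transcript of 1 kilobase at 1 RPKM then rests on 11.1 reads in the shallowest library, so that changes of low transcripts are imprecise in the *DAT* mutant vehicle group.

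Sets of genes were defined by name. The ribosomal set held the symbols RpL or RpS with a number, RpLP0, RpLP1, RpLP2 and sta, the eIF3 set the symbols that start with eIF3 or eIF-3 and the genes of the eIF3 complex in Supplementary Table 3, and the Gst and Cyp sets the symbols Gst with a class letter and number and Cyp with a number. They were tested with camera (preset correlation 0.01) and with fry, with one transcript per gene and Benjamini-Hochberg adjustment over 12 tests.

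Genes were named by a rule set beforehand: every gene that the paper's text or Figure 4A names as measured or proposed, the eIF3 and ribosomal genes that Supplementary Table 3 lists for the eIF3 complex and cytoplasmic translation, and in each of the 4 comparisons the 3 largest rises and the 3 largest falls among DE transcripts, one transcript per gene, with groups that do not overlap in comparisons of one group with another. Any other gene is said to be chosen after its values were seen. Lists of fat body, clock, dopamine, other monoamine and neuronal genes served the tests of the closing section.

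The alternatives were all 15 libraries, each library left out in turn, no filter, an adjusted p under 0.05, one transcript per gene, all 4 groups in one fit, the replicate number as a block, and fry for sets. A mean RPKM of at least 5, a pseudocount of 0.1, median centring, quantile normalization, rounded RPKM and the alternatives of the slope were added after the data were seen. Up to 100 other splits of the libraries were fitted for each count and set. The code was tested on simulated data: of 200 changed transcripts 95.5% were recovered in WT and 86.0% for the difference between strains, with 8.44% and 9.36% of calls false, and 0 of 17481 transcripts were called in the unchanged *DAT* mutant data. The 200 were changed by at least 1 on the log2 scale and taken from transcripts averaging at least 5 RPKM. Another 40 raised by 0.5 were counted neither as recovered nor as false. Recovery of smaller changes or of lower transcripts is therefore not shown. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The genetic association, RNA interference and behavioural data of the paper were not analysed here.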

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

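The tests of low depth, of a clock shift and of residual donor chromosome were chosen only after the result was seen. In groups of 4 libraries, 18 of 135 comparisons had a highest or lowest library whose gap to the nearest other, as a share of the range, went past the 95% limit of Dixon's test (5 of 45 in WT vehicle, 5 of 45 in WT AMPH and 8 of 45 in *DAT* mutant vehicle). Chance alone takes about 1 in 20 groups past it.

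*DAT* mutant vehicle replicate 2, which the paper did not use, stood apart in its median correlation with its group (gap share 0.992) and in the number of transcripts above 0 (0.844, both lowest). It was also lowest for *hppy* (0.935, at 13.7 RPKM against 44.7 to 48.5) and *srl* (0.864, at 0.989 against 3.99 to 4.77), and highest for *RpL39* (0.886, at 2968 against 750.4 to 878), *RpL10* (0.933, at 1228 against 647 to 675) and *RpL15* (0.93, at 1409 against 553 to 590.1). Ribosomal protein genes share sequence with one another. Its deviation from the group fell with transcript length (Spearman rho -0.7045 over 12871 transcripts), with a median of -1.46 for the longest and 0.36 for the shortest of 4 length groups on the log2 scale. The rho of the WT vehicle libraries lay between -0.30 and 0.25 and that of *DAT* mutant AMPH replicate 3, which the paper used, was -0.40 (median of -0.18 for the longest group), so a trend with length is not confined to replicate 2. Those of the other *DAT* mutant vehicle libraries (0.52 to 0.65) are raised because this library is part of their reference. Loss of long transcripts, as from degraded RNA, may therefore explain how this library differs. Low depth is argued against, since each of the 2 libraries of lower depth in the group had a highest correlation within it of at least 0.9805. *DAT* mutant vehicle replicate 1 had the highest depth of its group (46.9 M reads, gap share 0.975). The design gives no condition that sets replicate 2 apart, and no biological explanation was tested.

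With that library included, 258 transcripts were DE in the *DAT* mutant, against 3862 without it, and 1 of the 35 splits of the 7 libraries, the real one, gave as many. WT vehicle replicate 1 was not used in the paper either, and with it 5167 transcripts were DE in WT. It was the lowest of its group for *Gnmt* (0.844, at 0.468 RPKM against 14.3 to 22.5), *Lsp1beta* (0.843, at 0.454 against 20.5 to 34.5) and *TotC* (0.839, listed at 0). *TotC* is one of several Tot genes that share sequence. Low *AkhR*, *Pepck1* and *Lsp2* had been seen in it, which led to a test on 8 other fat body genes listed beforehand. All 8 of 8 were lower there than in the other WT vehicle libraries, with a median of -1.28 on the log2 scale. The share of 10000 random lists with a median as low was 0.0001, the smallest these lists can give. Abundant members were *Tsf1*, at 308 against 478 RPKM, and *apolpp*, at 9.95 against 84.8 RPKM. Less fat body tissue in that sample may explain this if whole heads were used, while the paper's methods name both brains and heads. The depth of 77.7 M reads, the highest of all, gives no lack of reads. A difference in the state of the fly was not tested.

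The other libraries past the limit were WT vehicle replicate 3 for *DAT* (0.88, lowest) and replicate 2 for *CG9150* (0.916, highest, 3.61 against 1.54 to 1.67 RPKM), WT AMPH replicate 1 for its median correlation (0.999, lowest), *trbl* (0.911, lowest, 16.0 against 20.6 to 21.1 RPKM) and *mthl8* (0.865, lowest), and WT AMPH replicate 4 for *srl* (0.871, highest, 4.64 against 4.03 to 4.10 RPKM) and *CG8757* (0.944, highest, 29.1 against 19.8 to 20.3 RPKM). *mthl8* was at 0.006 RPKM in WT AMPH replicate 1 and at 24.3 to 40.7 in the other WT AMPH libraries, while *DAT* mutant libraries held at most 0.104. *GstE1* at 13.5 RPKM in that library lay with WT and not with the *DAT* mutant. No explanation was tested for these values.

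The AMPH response differed between strains for 26 transcripts, and 7 of 100 splits of the libraries gave as many. These splits exchanged libraries between the strains within each treatment. A split that keeps the strains apart on a single treatment still holds their difference on that treatment. Such splits may be among the 7, so chance is neither shown nor excluded for a count of this size. Among the 26 was *takeout*, with a log2 fold change difference of -3.305 (WT minus *DAT* mutant, adjusted p = 0.0412 from limma with Benjamini-Hochberg adjustment). It fell in 4 of 4 WT AMPH libraries below every WT vehicle library. It rose in 3 of 3 *DAT* mutant AMPH libraries above the *DAT* mutant vehicle libraries the paper used. With all 15 libraries the unused *DAT* mutant vehicle replicate 2 (2365 RPKM) lay above 1 of these 3, where the adjusted p was 0.0948. It was lost in 6 of 13 fits that each left out a library, with an adjusted p of up to 0.139 (without *DAT* mutant vehicle replicate 1). Because *takeout* cycles with the clock, a shift in clock phase between the libraries of one strain was weighed. The lowest adjusted p of the difference between strains among *per*, *tim*, *vri*, *Pdp1*, *Clk* and *cry* was 0.665 (*vri*, difference 0.53), but *cwo* (1.21, adjusted p = 0.0465) and *Cipc* (1.07, adjusted p = 0.032), chosen after their values were seen, did differ, and with all 15 libraries neither of them (adjusted p = 0.866 for both). A clock shift and a strain effect of AMPH cannot be told apart here, since the time of collection is not among the values used. Around the *DAT* gene, within 5 Mb, 5 of 1038 genes had a differing response against 15 of 9148 elsewhere (permutation p = 0.121 over 1000 windows moved along the genome, and 0.051 for changes of at least 1). *GstE1* lies within this window. Residual donor chromosome cannot be told apart from an effect of *DAT* for the genes there, because the window is one locus.

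On vehicle, 1478 transcripts differed between strains, a comparison the paper does not report, and 189 did with all 15 libraries. Of the 10 splits of the 6 libraries 1, the real one, gave as many, and each of the other 9 gave 0 (242 to 1428 at an unadjusted p under 0.05). A share of 10 splits cannot lie below 0.1, so this test by itself cannot exclude chance for the count, and it does not bear on the p-values of single genes. The count was 570 without *DAT* mutant vehicle replicate 4, 800 and 858 without WT vehicle replicates 3 and 2, and 974 without *DAT* mutant vehicle replicate 1. The largest rises in the *DAT* mutant were those of *TotC* (6.92, adjusted p = 0.00557 from limma), *TotM* (5.68, adjusted p = 0.0245) and *TotA* (6.46, adjusted p = 0.00211), and the largest falls those of *Srg3* (-4.89, adjusted p = 0.00293), *mthl8* (-4.86, adjusted p = 9.13e-07) and *CG8757* (-4.25, adjusted p = 0.000289). The adjusted p of these 6 with all 15 libraries was, in the same order, 0.0127, 0.0298, 0.0191, 0.0579, 1.38e-06 and 0.000206. Within 5 Mb of *DAT*, 120 of 979 genes were DE between strains against 763 of 8831 elsewhere (12.3% and 8.64%, permutation p = 0.092), while the AMPH responses within WT and within the *DAT* mutant gave permutation p = 0.578 and 0.698. For changes of at least 1 on the log2 scale it was 0.077 between strains, and 0.064 for the AMPH response in the *DAT* mutant. Residual chromosome could affect that response as well, so the second value is no check on the first. Residual donor chromosome may contribute, and it cannot be told apart from an effect of the *DAT* mutation with one locus. A biological effect of the mutation stays open and untested.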

How the results depend on the processing

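All 15 libraries, leave-one-out, no filter, an adjusted p under 0.05, one transcript per gene, all 4 groups in one fit, the replicate block and fry were chosen before the data were examined. The other settings were chosen after the data were seen. Count tests, another count normalization and a filter on mean counts were not run, since the values are RPKM. No filter, a mean RPKM of at least 5 and a pseudocount of 0.1 left all 7 counts of DE transcripts within 1.5 times their value, and the same holds for median centring and quantile normalization. Where a result changed, the cause was not tested unless a cause is given.

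With all 15 libraries the counts were 258 in the *DAT* mutant, 8 for the difference between strains, 189 between strains on vehicle, 210 shared, 4957 only in WT and 48 only in the *DAT* mutant. Relative to the median of all genes, the ribosomal set turned to -0.40 in the *DAT* mutant, the Gst set to -0.026 in WT and 0.16 for the difference, and the Cyp set to 0.031 in WT. The Gst set in WT was at 0.0006 over the 13 libraries, so a turn of its sign carries little here or below. The Gst set in the *DAT* mutant dropped to 0.026 and stayed past the threshold. The Cyp set in the *DAT* mutant stayed positive (0.071) and was no longer past the threshold. The slope over the WT-only transcripts was 0.44. Log2 fold changes in the *DAT* mutant turned sign for *hppy* (0.31), *Eip75B* (0.16), *srl* (0.21), *RpS13* (-0.23), *RpL39* (-0.45), *RpL21* (-0.14), *RpS18* (-0.18), *RpL38* (-0.14), *RpL29* (-0.40), that in WT for *RpL8* (0.0068), and the difference for *sm* (-0.26), *Eip75B* (-0.020), *srl* (-0.080), *eIF3-S8* (-0.0097). Of the results for named genes 93 did not change, 16 became weaker, 3 became stronger and 14 turned sign.

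An adjusted p under 0.05, which by construction leaves fewer calls, gave 2458 in WT, 2551 in the *DAT* mutant, 793 between strains on vehicle, 1363 shared and 1095 only in WT. One transcript per gene, with fewer transcripts tested, gave 1780, 1902, 740, 969 and 811 in the same order, and 933 only in the *DAT* mutant. All 4 groups in one fit gave 987 only in the *DAT* mutant. Rounded RPKM gave 17 for the difference between strains.

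The replicate numbers do not pair the libraries: the correlation of the deviations of same-numbered libraries was -0.121, 0.143 and 0.019 in WT, 0.134 and -0.121 in the *DAT* mutant, -0.10 and -0.141 between the vehicle groups and -0.28, -0.453 and -0.0066 between the AMPH groups. The replicate block gave 1774 in the *DAT* mutant, 75 between strains on vehicle, 1248 shared, 526 only in the *DAT* mutant and a relative median of 0.070 for the Cyp set in WT, while the other counts stayed within 1.5 times their value and no other set turned sign or crossed the threshold.

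Under fry on the deposited scaling the relative medians stay the same by construction. No longer past the threshold were the ribosomal set in WT (0.21), in the *DAT* mutant (0.046) and for the difference (0.15). The same held for the eIF3 set in the *DAT* mutant (0.43) and for the difference (0.18). It also held for the Gst set for the difference (-0.13) and the Cyp set in the *DAT* mutant (0.16). These losses can depend on the scaling. Unadjusted fry p for eIF3 in the *DAT* mutant was 0.0538 here, 0.00371 centred, 0.000796 after quantile normalization and 0.0202 over all 15 libraries. For the ribosomal set in WT it was 0.238, 0.174, 0.0243 and 0.108 in the same order. After median centring 120 results for named genes did not change, 5 became stronger and *RpL8* in WT turned to 0.0011. Under camera the ribosomal (0.046) and Cyp (0.16) sets in the *DAT* mutant were then not past the threshold. After quantile normalization the ribosomal sets in WT (0.058), in the *DAT* mutant (0.029) and for the difference (0.021) and the Cyp set in the *DAT* mutant (0.14) were not past it, and the Gst set in WT turned to -0.021. A pseudocount of 0.1 changed none of 126 results for named genes.

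Across the fits that each left out a library, the counts ranged from 2108 to 4677 in WT, 2145 to 4041 in the *DAT* mutant, 7 to 44 for the difference between strains, 570 to 1331 between strains on vehicle, 1444 to 2379 shared, 646 to 2424 only in WT and 701 to 2400 only in the *DAT* mutant, and the slope from 0.429 (without *DAT* mutant AMPH replicate 1) to 0.503 (without *DAT* mutant vehicle replicate 3). The lowest counts came without WT vehicle replicate 2 (2108 and 646), *DAT* mutant vehicle replicate 4 (2145, 570, 1444 and 701) and WT vehicle replicate 4 (7), and the highest without WT AMPH replicate 1 (4677, 44 and 2379), *DAT* mutant AMPH replicate 1 (4041), *DAT* mutant vehicle replicate 3 (1331), *DAT* mutant vehicle replicate 4 (2424) and WT vehicle replicate 2 (2400). The relative medians ranged over 0.093 to 0.34, -0.058 to 0.14 and 0.042 to 0.24 for the ribosomal set in WT, in the *DAT* mutant and for the difference, over 0.46 to 0.67, 0.34 to 0.46 and 0.099 to 0.26 for the eIF3 set, over -0.080 to 0.048, 0.25 to 0.43 and -0.18 to -0.073 for the Gst set and over -0.083 to 0.048, 0.12 to 0.18 and -0.13 to -0.0048 for the Cyp set. The ribosomal set in the *DAT* mutant turned sign without *DAT* mutant vehicle replicate 3 and was also not past the threshold without *DAT* mutant AMPH replicate 3, and its difference was not without WT AMPH replicate 2. The Gst difference was not past it without *DAT* mutant AMPH replicate 1, WT AMPH replicate 1 or WT vehicle replicate 3, nor the Cyp set in the *DAT* mutant without *DAT* mutant vehicle replicate 3, while the Cyp difference went past it without WT AMPH replicate 2 or WT vehicle replicate 4. Signs turned for Cyp in WT without WT vehicle replicate 3 or WT AMPH replicate 1, and for Gst in WT without WT vehicle replicate 2 or WT AMPH replicate 2, 3 or 4. The eIF3 sets and Gst in the *DAT* mutant kept their direction and side of the threshold in each of these fits, as did ribosomal genes in WT. Of the results for named genes over these fits 947 did not change, 81 became weaker, 4 became stronger and 37 turned sign.

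The log2 fold changes of named genes that turned sign in these fits, none of them past the threshold, ranged as follows: in WT *RpL8* -0.26 to 0.14, *RpS13* -0.055 to 0.23, *RpS23* -0.23 to 0.076, and in the *DAT* mutant *RpL22* -0.047 to 0.37, *RpL29* -0.0072 to 0.15, *RpL39* -0.11 to 0.21, *RpS13* -0.077 to 0.15, *RpS26* -0.19 to 0.012, and for the difference *RpL10* -0.027 to 0.21, *RpL38* -0.013 to 0.30, *RpL5* -0.0084 to 0.21, *RpL8* -0.090 to 0.31, *RpS13* -0.095 to 0.20, *RpS23* -0.047 to 0.25, *hppy* -0.061 to 0.036, *sm* -0.14 to 0.22. Depth limits the *DAT* mutant vehicle group most, where 2 of the libraries used held 11.2 and 11.1 M reads, so that changes of low transcripts are least certain there.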

Differences from the paper's values

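With limma on log2(RPKM + 1), 3868 transcripts of 2099 genes were DE in WT against the paper's 717 of 362 genes, and 3862 of 2179 genes in the *DAT* mutant against the paper's 629 of 332. Both strains shared 2196 DE transcripts against the paper's 409, 2177 of them in the same direction against the paper's 408, and 1672 were DE only in WT against the paper's 308 and 1666 only in the *DAT* mutant against the paper's 220. None of the alternatives set before the data were examined closed these gaps to within 1.5 times. All 15 libraries gave 258 in the *DAT* mutant, 210 shared and 48 only in the *DAT* mutant, below the paper's values, and one transcript per gene gave 1780 in WT. Of the paper's lists, 673 of 717 and 615 of 629 transcripts were DE here. By the gene identifiers of Supplementary Table 1, the listed transcripts belong to 383 genes in WT and 357 in the *DAT* mutant.

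The log2 fold change of *trbl* in WT was 1.054 against 1.268 in the paper's Supplementary Table 1, and of the alternatives set before the data were examined, those run for single genes (all 15 libraries and each library left out) did not close the gap. In the *DAT* mutant it was 1.664 against the paper's 1.887. Each value of *trbl* from these fits stayed below the paper's. In the *DAT* mutant the gap was no larger than the standard error of the fold change with all 15 libraries (1.773) and without *DAT* mutant AMPH replicate 2 (1.85), *DAT* mutant vehicle replicate 1 (1.73) or *DAT* mutant vehicle replicate 4 (1.702), and larger than it without *DAT* mutant AMPH replicate 1 or 3 or *DAT* mutant vehicle replicate 3. It was also no larger than it for *trbl* with median centring (1.76) and a pseudocount of 0.1 (1.76), both chosen after seeing the values. Over all listed transcripts the paper's fold changes exceeded these by a median of 0.09 in WT and 0.10 in the *DAT* mutant, with correlations of 0.997 and 0.994.

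The paper describes similar numbers of upregulated and downregulated transcripts, while 32.7% of DE transcripts in WT and 30.4% in the *DAT* mutant were higher here. Median centring (50.9% and 50.6%) and quantile normalization (48.8% and 48.2%), chosen after seeing the values, gave near equal numbers. The paper names *sm* among genes identified by RNA-seq, and 0 of its 6 transcripts are in Supplementary Table 1, while all 6 were DE in both strains here. Supplementary Table 1 lists *RpL21*, *RpL22* and *RpL29* for WT, and they were not DE here (log2 fold changes 0.40, 0.40 and 0.41). They were DE with all 15 libraries and with median centring, the latter chosen after seeing the values, and *RpL21* also without WT AMPH replicate 1. The paper places the eIF3 complex among terms of WT alone, and *eIF3-S8*, *Int6*, *CG5642* and *pix* were DE in the *DAT* mutant too (*Int6* in 1 and *pix* in 3 of 6 fits that each left out a library), while with all 15 libraries none of them was DE there. Their log2 fold changes in the *DAT* mutant were 0.49, 0.37, 0.45 and 0.43. *Int6* overlaps *CG9706*.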

Other observations

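The tests of scaling and those of neuronal RNA for *Vmat* and *DAT* were chosen only after the result was seen, and the lists of dopamine genes hold *ple*, *Vmat* and *DAT*, whose values had been seen. After each library was centred on its median, 50.89% of DE transcripts in WT and 50.61% in the *DAT* mutant were higher. The deposited scaling and a real excess of falls cannot be told apart, because centring by itself moves the numbers of rises and falls toward each other.

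Of the 3195 transcripts DE in WT here and not in the paper, 55.46% had a change within the counting error that RPKM values would carry if read as counts, and 0 of the 673 transcripts DE in both did. A test that treats RPKM values as counts may therefore have made fewer calls than limma did, which was tested for WT alone.

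If both strains had one AMPH effect, noise alone could place transcripts in one strain's list. In 100 simulations with one effect for both strains and independent errors, a median of 2404.5 transcripts (2296 to 2524) were DE only in WT, against 1672 observed. The slope of the *DAT* mutant change on the WT change over those transcripts had a median of 0.445 (0.406 to 0.495), and 0 of 100 simulations were as low as the observed 0.375. The simulations do not match the data, since they gave 5254 to 5588 DE transcripts in WT (3868 observed), 4407 to 4805 in the *DAT* mutant (3862 observed) and 2923 to 3131 shared (2196 observed), and 89.4% to 92.4% of WT-only transcripts with the same direction in both strains (93.9% observed). Selection of noisy calls and a smaller response in the *DAT* mutant therefore cannot be told apart here. The slope over transcripts DE only in the *DAT* mutant was 0.43889, just above all 100 simulations (0.317 to 0.43860). This is the slope of the WT change on the *DAT* mutant change, the reverse of the slope above, and the same mismatch of the simulations limits it.

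Other splits of the libraries were counted for each result, and the number with a result as large includes the real split. For the counts it was 1 of 35 in WT (the next split, with WT AMPH replicate 1 placed among the vehicle libraries, gave 1635), 1 of 10 in the *DAT* mutant (the others gave at most 1, and 183 to 1530 at an unadjusted p under 0.05), 1 of 100 shared, 4 of 100 only in WT and 10 of 100 only in the *DAT* mutant. For the sets in WT it was 15 of 35 for ribosomal, 4 of 35 for eIF3, 1 of 35 for Gst and 35 of 35 for Cyp genes. In the *DAT* mutant it was 8, 1, 1 and 2 of 10 in the same order, where 10 splits cannot give a share below 0.1, and for the difference between strains 42, 22, 12 and 52 of 100. Camera p-values as low as those of the ribosomal and eIF3 sets in WT, and of all 4 sets for the difference, may thus come from how libraries fall into groups. For the difference, libraries were exchanged between strains within each treatment, so some of these splits may hold a strain difference on a single treatment. Such grouping is argued against for the Gst set in WT and stays open for the *DAT* mutant. The 10 of 100 cannot decide for the count only in the *DAT* mutant. The other *DAT* mutant splits gave at most 1 DE transcript, so a count as large needs the real *DAT* mutant groups. The 4 of 100 only in WT likewise need the real WT groups, since the next WT split gave 1635 against 1672.

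*ple* fell by 1.00 in WT and 1.34 in the *DAT* mutant on the log2 scale (adjusted p = 0.012 and 0.000608 from limma with Benjamini-Hochberg adjustment), and *Vmat*, which overlaps *CG13331* and *CG13332*, fell by 0.82 and 0.55. *DAT* was at -0.15 and -0.38. With all 15 libraries *ple* in the *DAT* mutant was at -1.01 and *Vmat* at -0.23, neither past the threshold, and *Vmat* in the *DAT* mutant was also lost without *DAT* mutant AMPH replicate 2 (adjusted p = 0.121), *DAT* mutant AMPH replicate 3 (0.16) or *DAT* mutant vehicle replicate 4 (0.175). A lower share of RNA from neurons is argued against as the whole cause of the fall of *ple*, since the median of 6 neuronal genes was -0.28 in WT and -0.34 in the *DAT* mutant, at most 0.282 of the change of *ple*. It stays open for *Vmat*, where that share was up to 0.613, in the *DAT* mutant, and for *DAT*, which fell less than the neuronal genes in WT (a share of 1.859) and was DE in neither strain. The 3 other dopamine genes had medians of -0.40 and 0.02 and the 4 other monoamine genes -0.28 and -0.27, against -0.07 and -0.08 for all transcripts tested. A candidate explanation that remains is a response of *ple* itself, which was not tested further.

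For genes that the paper names from genetic association or later experiments, the log2 fold changes in WT and in the *DAT* mutant were -0.08 and -0.17 for *RpL8*, 0.06 and 0.03 for *RpS13*, -0.10 and -0.18 for *RpS23*, 0.41 and -0.11 for *RpS26*, 0.49 and 0.19 for *S6k*, -0.13 and -0.11 for *hppy*, 0.10 and -0.27 for *Eip75B*, 0.11 and -0.15 for *srl*. Of these only *S6k* in WT was DE (adjusted p = 0.0373 from limma), and that was lost without WT vehicle replicate 2 (adjusted p = 0.119) or 4 (adjusted p = 0.126). *RpS26* in WT was DE without WT AMPH replicate 4 (adjusted p = 0.0866) and *Eip75B* in the *DAT* mutant without *DAT* mutant AMPH replicate 1 (adjusted p = 0.0968). *S6k* overlaps *CG42272*, *Eip75B* overlaps *CG32193* and *RpS23* overlaps *mir-308*.

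Among transcripts with a higher log2 fold change in WT, one per gene, the 3 largest differences between strains were those of *CG9150* (2.11, adjusted p = 0.0412 from limma, lost in 6 of 13 fits that each left out a library), *CG15093* (1.83, adjusted p = 0.0412, lost in 5 of 13) and *tRNA:Lys-CTT-1-7* (2.24, adjusted p = 0.0633, lost in 9 of 13), which is listed at 0 in the *DAT* mutant AMPH libraries. With all 15 libraries their adjusted p was 0.0575, 0.0657 and 0.866.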
